# Defining the Transcriptional and Cellular Landscape of Type 1 Diabetes in the NOD Mouse

**DOI:** 10.1371/journal.pone.0059701

**Published:** 2013-03-26

**Authors:** Javier A. Carrero, Boris Calderon, Fadi Towfic, Maxim N. Artyomov, Emil R. Unanue

## Abstract

Our ability to successfully intervene in disease processes is dependent on definitive diagnosis. In the case of autoimmune disease, this is particularly challenging because progression of disease is lengthy and multifactorial. Here we show the first chronological compendium of transcriptional and cellular signatures of diabetes in the non-obese diabetic mouse. Our data relates the immunological environment of the islets of Langerhans with the transcriptional profile at discrete times. Based on these data, we have parsed diabetes into several discrete phases. First, there is a type I interferon signature that precedes T cell activation. Second, there is synchronous infiltration of all immunological cellular subsets and a period of control. Finally, there is the killing phase of the diabetogenic process that is correlated with an NF-kB signature. Our data provides a framework for future examination of autoimmune diabetes and its disease progression markers.

## Introduction

T1D is a T-cell dependent autoimmunity directed against the β-cells of the pancreatic islets of Langerhans, a process where autoreactive CD4^+^ T cells are directed to antigens of the β-cells[1]–[4]. The most important genetic determinant of T1D incidence in both humans and mice is the major histocompatibility complex (MHC) [5], [6]. Despite the strong genetic component of predisposition to disease, concordance between monozygotic twins is approximately 50% [1], [7]. Beside the interplay of genes and environment in the induction of T1D, there are complex interactions between different immune system cells that determine the outcome of disease [8].

Transcriptional profiling permits an unbiased examination on a genome-wide scale. Thus, it is a powerful tool for analyzing complex problems like T1D. Examination of islets of Langerhans, islet infiltrating leukocytes, and pancreatic lymph nodes has been conducted following several genetic, biological or chemical manipulations[9]–[14]. Several important findings have come from these types of studies. Global expression patterns distinguish destructive versus innocuous inflammatory responses of islet infiltrating leukocytes [9]. Chemically induced diabetes led to upregulation of inflammatory genes with an interferon-γ (IFN-γ) signature in islets of Langerhans [11]. The balance between pancreatic destruction and repair was detected by examining microarrays from T cell-receptor (TCR) transgenic NOD mice [13]. Type I interferon inducible genes were detected in pancreatic lymph node CD4^+^ T cells isolated from TCR transgenic mice [14]. Transfer of diabetogenic T cells from TCR transgenic mice induced an interferon signature that correlated with amplification of the autoimmune process [12]. Finally, the genetic programs that led to development of endocrine pancreas were examined using global transcriptional analysis [10]. Despite these many studies, a coherent view of the disease development and corresponding sequence of inflammatory and developmental events in the context of the spontaneous diabetes is lacking to this date.

A challenge of examining an inflamed islet of Langerhans is the diversity of cell types in the sample and the ability to reliably detect changes in levels of expression. Technological improvements in automation, computation, and reduced cost have allowed an expansion of reliable data gathering, annotation, and distillation using microarray technology. The advent of carefully curated resources such as the Immunological Genome Project provide a framework for identifying genes related to specific cell types [15]. The increase in publicly available and user-friendly resources for microarray data analysis also permits reproducible examination of larger data sets [16]. We have leveraged the power of these available resources to generate a dataset identifying the key signatures of progression of T1D in NOD mice.

Here we present the first chronological examination of the transcriptional landscape of T1D progression in the NOD mouse from 2 wks of age until diabetes (∼20–30 wks). Several striking results were obtained from the dataset. First, infiltrating myeloid cells begin to populate the islets of Langerhans as early as 4 wks of age. This occurred at a time where the islet was still developing, as determined by signatures of cell cycle and development. Next, a type I interferon signature was detected between 4 and 6 wks of age. This is followed by infiltration of islets by all major leukocyte subsets and T cell activation at 8–12 wks of age. Following full immunological activation, there was a progressive enhancement of inflammatory signatures, culminating in the destruction of the islet of Langerhans. This data and its analysis provide a framework for the study of islets of Langerhans and inflammatory responses during the progression of T1D.

## Results

### Examination of Islets of Langerhans Reveals a Progressive Entry of Leukocytes Subsets Throughout Diabetogenesis

Islets of Langerhans were isolated, purified, and then examined by fluorescence microscopy and flow cytometry at ages ranging from 2 wks up to newly diabetic. Our goal was to identify changes in leukocyte infiltration, changes in adhesion molecules, and immunoglobulin (Ig) deposition on β-cells (Fig. 1).

**Figure 1:**
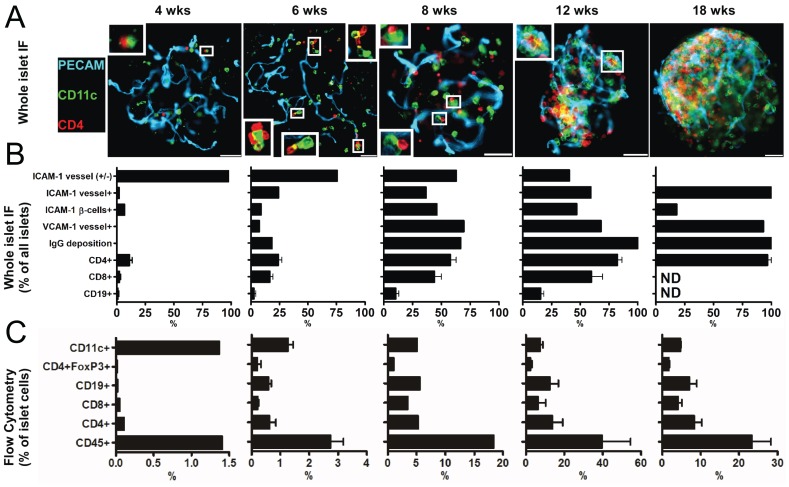
Examination of NOD islets throughout diabetogenesis. (**A**) Islets of Langerhans were isolated from NOD mice at the indicated ages and stained for blood vessels (PECAM-1), intra islet myeloid cells (CD11c), and T cell (CD4). Shown are representative images obtained from a pool of 6 mice per age from two independent experiments. Insets show contacts between intraislet myeloid cells and T cells. White bars represent 50 µm. (**B**) Islets were isolated and stained for the indicated markers and then scored for presence or absence of staining. Bars represent mean+/−S.D. of the percentage of marker positive islets of Langerhans obtained from a pool of 6 mice per group from two independent experiments. (**C**) Islets of Langerhans were dispersed and cells were examined by flow cytometry for the indicated cell surface markers. Bars represent the mean+/−S.D. of the percentage of total islet cells identified in two independent experiments per age. Results were obtained from a pool of 8 to 10 mice per group.

At 2 wks of age, islets showed no signs of pathology and no detectable lymphocytes. The earliest time point where lymphocytes were identified inside islets occurred at 4 wks of age. CD4^+^ T cells were found in ∼10% of the islets in close apposition to the islet resident CD11c^+^ cells (Fig. 1A–B). The resident CD11c^+^CD45^+^ cells are the intra-islet myeloid cell found in all strains of mice (reviewed in [17]). CD8^+^ T cells and B cells were rarely identified. In control mice, lymphocytes were not detected inside the islets, only an occasional one was found inside the blood vessels (see below for control information). In 4 wk old NOD mice, the islet distribution of the adhesion molecules ICAM-1 and VCAM-1 showed the profile of a non-inflamed state [12]. ICAM-1 was only found weakly expressed in the endothelium and VCAM-1 was absent (Fig. 1B).

In 6 wk old NOD mice, CD4^+^ T cells were found in ∼ 1/3^rd^ of the islets, at a median of 3 cells per islet, and always contacting the islet CD11c^+^ cells (the number ranged from ∼1 to 55 leukocytes per islet; Fig. 1B–C). Low numbers of CD8^+^ T cells also were found while B cells represented a minor component (Fig. 1C). At about this time, many of the intra-islet vessels had higher ICAM-1 expression throughout most of the vessel wall, and about 10% showed VCAM-1 expression (Fig. 1B). These changes in adhesion molecules have been related to the entrance of diabetogenic T cells [12], [18]. IgG deposition was found on the β-cells in many of the islets (Fig. 1B). The islets of normal mice never showed deposition of IgG suggesting the presence of NOD-specific autoantibodies.

Major islet changes were found at 8 wks of age. The total number of leukocytes rose ∼7-fold, from ∼2.7% to 18% of the total islet cellularity (Fig. 1C). CD4^+^ T cells and CD8^+^ T cells were found in about half of the islets but B cells only in a limited number, about 10% (Fig. 1B). There was also an increase in the number of CD11c^+^ cells at this stage (Fig. 1C). We found increased expression of ICAM-1, even on the β-cells, VCAM-1 expression on the vessels, and IgG deposition on the β-cells (Fig. 1B). At 12 wks of age, peri-insulitis, a leukocytic lesion on the pole of the islets, was evident in some islets (Fig. 1A). By 18 wks, islets were heavily infiltrated making quantification difficult (Fig. 1).

Thus, between 4–6 wks the islets of Langerhans showed the first signs of pathology with the entrance of T cells and signs of islet reactivity. Starting at ∼8 wks there was a progressive infiltration of all major leukocyte subsets and signs of inflammatory marker expression. The same biological replicates that were interrogated by microscopy were analyzed for their transcriptional expression profiles as detailed below.

### Assembling the Compendium of Transcriptional Profiles in the Context of Islet/Diabetes Development

To perform chronological analysis of the transcriptional profile, the NOD strain was compared with several control strains. 

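Islet RNA was measured on Affymetrix mouse gene ST arrays, 57 in all. NOD mice gave 6 arrays each at 2, 4, 6 and 8 wk and 3 each at 12 wk, at 18 wk and when newly diabetic, and NOD.Rag1-/- mice at 2 and 6 wk, B6.g7 mice at 6 wk and C57BL/6 mice at 6 wk gave 6 each. The authors normalized the arrays with RMA and quantile normalization, adjusted them with ComBat for the 3 batches in which they were run, and called genes with a moderated t test at 2-fold and 99% confidence. Values used here are the adjusted log2 values, so a difference of 1 is 2-fold. Differences carry a standard error (SE) and levels are mean ± SD. For 19866 genes, groups were compared with limma, and a gene is called higher or lower at 2-fold or more with an adjusted p under 0.01. For 31 gene lists, set before the data were examined, members called are counted over all genes and again with p adjusted over the list alone. Each list was tested with camera at a correlation between genes of 0.01 and at an estimated correlation. Most tests were also set then. Tests of 12 and 18 wk against 6 wk inside batch 3 were added later. Values without NOD 2 wk replicate 3, values of 8 wk arrays 1-3 alone and positions of arrays on an axis of age were too. Batch 1 held NOD 2 wk and all control arrays, batch 2 held NOD 4 wk, NOD 6 wk arrays 4-6 and newly diabetic arrays, and batch 3 held NOD 6 wk arrays 1-3 and the 8, 12 and 18 wk arrays. Age after 2 wk in NOD, and NOD against the controls at 6 wk, therefore coincide with batch, and comparisons inside batch 2 or 3 are given beside them. Groups of 3 to 6 arrays limit the precision of every value.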

Islet RNA was extracted from 3–6 replicates for each of seven time points along the lifetime of NOD mice (2, 4, 6, 8, 12, 18 wks and up to diabetics at ∼20 wks) and compared to 6 replicates of 3 control strains. NOD.*Rag1^−/−^* mice at 2 and 6 wks of age were used as a control because they lack the adaptive arm of the immune response, but are otherwise genetically identical to NOD, allowing us to trace non-immune developmental processes in islets. Two additional controls strains were used in this study to increase the robustness of the analysis. The B6.NOD-H2*^g7^* strain (B6.g7) was chosen because it expresses the MHC-II protein I-A^g7^ on a C57BL/6 background. This strain does not develop diabetes. We also used C57BL/6 mice as our most normal control strain.

Examination of the entire data set by Spearman’s rank correlation showed a low variance amongst all data (Fig. S1A, Spearman’s Rank <0.089). 

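Islets of every strain and age kept nearly the same rank order of genes. Actb, cytoskeletal actin, read 12.06 ± 0.18 in NOD and 11.82 ± 0.06 in NOD.Rag1-/- mice at 2 wk. Mean levels of all genes shared most of their variance between NOD and NOD.Rag1-/- mice (r2 0.989 at 2 wk and 0.989 at 6 wk) and between NOD and B6.g7 (0.969) or C57BL/6 mice (0.970) at 6 wk. Taking 1 minus Spearman's rho over 19866 genes as distance, the largest between any 2 of the 57 arrays was 0.0909, the median 0.0392 and the smallest 0.00425. At 6 wk mean distances to the arrays of other groups were 0.0349 (NOD.Rag1-/-), 0.0361 (NOD), 0.0376 (B6.g7) and 0.0383 (C57BL/6). These distances are after the authors' batch adjustment, so they hold no batch offset that it removed.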

By Spearman’s Rank, the data was grouped mainly by the age of the mice. 

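Some islet genes changed alike with age in NOD and NOD.Rag1-/- mice. Between 2 and 6 wk Penk, a peptide precursor of young islets, fell by 3.07 in NOD and by 3.32 in NOD.Rag1-/- mice, and Agr2, a secretory-cell chaperone, fell by 3.03 and 3.74. Pipox, a lysine-breakdown enzyme, changed by -2.82 and -2.65, and Ica1l, a relative of the islet autoantigen Ica1, by 2.75 and 2.10, 6 arrays per group. The NOD comparison crosses batches, and the other strains were measured at 6 wk only. By Spearman distance 5 of 6 NOD 2 wk arrays had NOD.Rag1-/- 2 wk as the nearest other group, and all 6 NOD.Rag1-/- 2 wk arrays had NOD 2 wk. At 6 wk 5 of 6 NOD.Rag1-/- arrays lay nearest to NOD 6 wk, and 6 of 6 B6.g7 arrays nearest to C57BL/6. NOD 6 wk arrays lay nearest most often to NOD 4 wk (3 of 6). On the axis of the genes that changed with age in NOD.Rag1-/- mice, set to 0 at 2 wk and 1 at 6 wk, NOD 2 wk averaged 0.120 with replicate 3 at 0.566, NOD 6 wk 0.923, B6.g7 0.700 and C57BL/6 0.760. These genes were picked for the size of their change in the same arrays.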

Similarity in variance amongst the 2 and 6 wk old mice was independent of background strain. The outliers in the data set were the 8–18 wk NOD mice and the newly diabetics. In particular the 8 wk NOD mice were most distant in variance from the rest of the data.

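Islets of 8 wk NOD mice differed widely from their own earlier state. Against the 6 wk arrays of the same batch Lgi1, a secreted neuronal protein, fell by 2.73 and Olfm4, a secreted gland protein, by 2.05, and Slc7a11, the cystine carrier of stressed cells, rose by 1.85 (genes picked for the size of their change). 1269 genes were called there, 659 higher and 610 lower, a balance that was 515 and 762 with array medians subtracted and 65 and 546 over genes above the median level. Newly diabetic against 4 wk inside batch 2 gave 1702. 1979 were called against 2 wk in batch 1 (1116 higher, 863 lower, and 145 and 682 over genes above the median level). Mean Spearman distance to other groups was 0.0646 (SD 0.00374) at 8 wk, 0.0598 (SD 0.00681) in newly diabetic, 0.0427 in 12 wk and 0.0437 in 18 wk NOD mice. Log2 values of the 8 wk arrays spread least (SD 1.91 to 2.00, against 2.03 or more elsewhere). Quantile normalization again gave 1649 genes against 2 wk (785 higher, 864 lower), 1155 of them shared. Array 4 of the 8 wk group differed from the mean of arrays 1-3 by a median of 0.0121, against 0.109 to 0.235 in other groups, and residuals of arrays 5 and 6 correlated at -0.82, so the group holds about 3 independent arrays. Arrays 1-3 alone gave 1989 and 1274 genes. SE and p values for this age use all 6 arrays and are likely too small. For Havcr2, a T cell receptor, the limma adjusted p against 2 wk was 4.64e-06 with all arrays and 0.000812 with arrays 1-3.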

### The Earliest Transcriptional Difference between NOD and Control Mice, Including NOD.Rag1^−/−^ Mice, was an Interferon Signature

First, we looked at transcriptional difference between the two genetically closest diabetic and non-diabetic strains (NOD and NOD.*Rag1^−/−^*). Since the main difference between these mice is the presence of an adaptive immune response, we reasoned that only immune system dependent changes would be found between the two strains. We performed pair-wise comparisons of NOD and NOD.*Rag1^−/−^* mice at 2 and 6 wks of age (Fig. 2A–F). At 2 wks of age, there were 19 detectable differences between NOD and NOD.*Rag1^−/−^* mice. 

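Several REG genes and the complement gene C4b were lower in NOD islets at 2 wk. Reg3a, an antimicrobial lectin of stressed pancreas, read 8.80 ± 0.64 in NOD and 11.90 ± 0.29 in NOD.Rag1-/- mice, a difference of -3.10 (SE 0.23, adjusted p = 3.49e-07), and its neighbour Reg3g differed by -3.06 (SE 0.32, adjusted p = 4.21e-05). Itih4, a liver-type acute-phase protein picked here for the size of its difference, gave -3.12 (SE 0.22, adjusted p = 2.97e-07), and C4b, a complement C4 gene, -1.01 (adjusted p = 0.000265). Higher in NOD were Npas4, a gene of freshly depolarized cells, by 2.56 (adjusted p = 0.00437) and Csrnp1, also an early response gene, by 1.12 (SE 0.18, adjusted p = 0.00682). In all 18 genes were called, 2 higher and 16 lower in NOD, and 2307 had an unadjusted p under 0.05. The count was 16 without NOD 2 wk replicate 3 (13 shared). With all 57 arrays in 1 fit it was 42, 24 higher and 18 lower. Array weights gave 19 higher and 19 lower. Quantile normalization again gave 1 higher and 14 lower, so the balance depends on the setting. Both groups have 6 arrays, all of batch 1.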

Overall, there were very few differences between 2 wk old NOD and NOD.*Rag1^−/−^* mice and no obvious differences related to immune responses.

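Genes of innate defence were among those that differed at 2 wk. Members of the REG family were lower in NOD islets, 4 of 7 (4 when adjusted over the list alone, camera adjusted p = 3.21e-13), with Reg3b at -2.65 (SE 0.24, adjusted p = 7.05e-06) and Reg2, a trophic factor of islets, at -1.91 (SE 0.15, adjusted p = 5.93e-07). Among type I interferon-stimulated genes Rtp4, a receptor transporter, differed by -1.32 (SE 0.15, adjusted p = 7.79e-05) and Ifi27l2a, a mitochondrial interferon-stimulated gene, by -1.13 (SE 0.16, adjusted p = 0.00129), 2 of 34 (2 when adjusted over the list alone, camera adjusted p = 5.32e-11). Lgals9, a galectin that restrains T cells, was lower by 1.62 and Ifi27 by 1.89. Immediate early genes leaned higher in NOD islets (median 1.01, camera adjusted p = 1.09e-18, adjusted p = 0.106 with an estimated correlation), and 8 of 15 passed only when adjusted over the list alone. NOD 2 wk replicate 6 stood apart on this list, at 8.22 against 10.23 for the next array. It lay below the NOD.Rag1-/- 2 wk mean of 8.89. The paper reasons that only changes depending on the immune system would separate the strains.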

**Figure 2:**
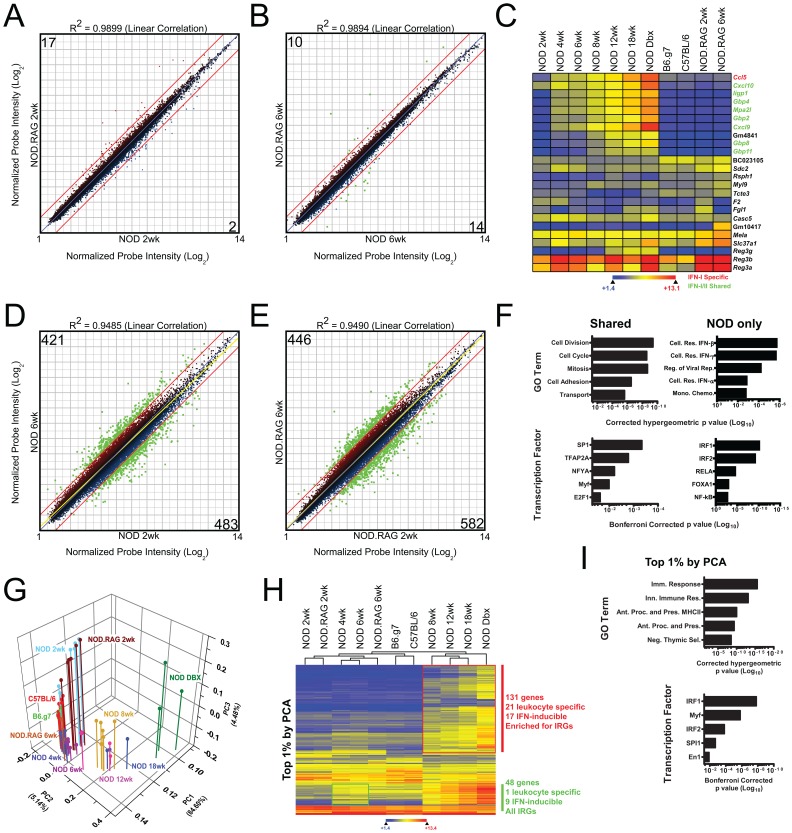
Pairwise and principal component analysis of microarray data. (**A–B**) Scatter-plots of the normalized probe intensity of all annotated microarray signals are shown. Each dot represents the mean of 6 independent biological replicates. Numbers in the box represent the number of features that were at least 2-fold different at a 99% confidence interval by moderated t test with Benjamini-Hochberg false discovery rate analysis. Data are plotted at a log_2_ scale. Panel (**A**) compares NOD.*Rag^−/−^* mice versus NOD mice at 2 wks of age and panel (**B**) compares them at 6 wks of age. (**C**) Hierarchically clustered heat map (Euclidean row distance) of the 24 differentially expressed transcripts identified in (**B**). (**D–E**) Scatter-plots as in (**A–B**) except the comparison is between 2 and 6 wk old NOD or 2 and 6 wk NOD.*Rag^−/−^*. (**F**) GO terms and transcription factor binding analysis of the differences identified in (**D–E**). The two graphs on the left, labeled ‘Shared’ show signatures common to both NOD and NOD.*Rag^−/−^*. The signatures on the right, labeled ‘NOD only’, show changes specific to the NOD strain. (**G**) Principal component analysis of microarray samples. Each of 57 microarrays is summarized as a point and drop-line. Samples are color coded as indicated by the title of each group. (**H**) Hierarchical clustered heat map (Euclidean distance) of the top 1% most variant genes identified by principal component. (**i**) GO and transcription binding analysis of the top 1% most variant genes identified by principal component analysis.

By 6 wks of age, we found 24 significant differences between NOD and NOD.*Rag1^−/−^* (Fig. 2B–C). We found 14 genes more highly expressed in NOD than NOD.*Rag1^−/−^* and 10 genes more highly expressed in NOD.*Rag1^−/−^* than NOD. 

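At 6 wk the largest excess in NOD islets over NOD.Rag1-/- islets was in Iigp1, an interferon-induced GTPase, at 6.14 ± 0.77 against 3.74 ± 0.39, a difference of 2.40 (SE 0.27, adjusted p = 0.000101). BC023105, a guanylate-binding relative, differed by 2.33 (SE 0.28, adjusted p = 0.000203) and Gm4841, also an interferon-induced GTPase, by 1.87 (SE 0.16, adjusted p = 3.42e-06). Lower in NOD were Kcnma1, a calcium-activated potassium channel, by 6.01 (SE 0.13, adjusted p = 1.91e-16), Reg3g, by 3.54 (SE 0.40, adjusted p = 0.000101), and Sdc2, a heparan sulfate proteoglycan, by 1.61 (SE 0.15, adjusted p = 9.56e-06). Fgl1, a ligand of the T cell receptor LAG3, fell short of the NOD.Rag1-/- level by 1.09 (SE 0.13, adjusted p = 0.000203) and F2, prothrombin, by 1.23 (SE 0.19, adjusted p = 0.00199). Called genes numbered 21, 12 higher and 9 lower, with 3027 genes at an unadjusted p under 0.05. NOD arrays 1-3 (batch 3) alone gave 17 and arrays 4-6 (batch 2) alone 14, of which 13 and 14 were shared with the 6-array result. The NOD.Rag1-/- arrays are of batch 1, so strain and batch coincide.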

The transcripts with higher expression in NOD were all IFN-inducible transcripts. 

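Most genes higher in NOD than in NOD.Rag1-/- islets at 6 wk are on the list of GBP, IRG and other interferon-gamma-responsive genes. The paper marks some of its genes as inducible by both interferon types and calls Cxcl9, a member, induced by type I interferon. Membership of the list therefore does not tell which interferon raised a gene. Gbp4, a guanylate-binding protein, differed by 1.78 (SE 0.26, adjusted p = 0.00115), Gbp11 by 1.35 (SE 0.18, adjusted p = 0.000503) and Gbp8 by 1.05 (adjusted p = 0.000886), and the chemokine Cxcl10 by 1.54 (SE 0.22, adjusted p = 0.00117). Of the GBP, IRG and other interferon-gamma-responsive genes 7 of 22 (7 when adjusted over the list alone, camera adjusted p = 1.33e-21) were higher. That number was 3 with NOD arrays 1-3 alone and 6 with arrays 4-6 alone. Type I interferon-stimulated genes leaned higher without a called member (median 0.15, camera adjusted p = 0.0223, adjusted p = 0.418 with an estimated correlation). Outside these lists Top2a, the topoisomerase of dividing cells, was higher by 1.47 (SE 0.18, adjusted p = 0.000191), Knl1, a kinetochore protein, by 1.01 (SE 0.14, adjusted p = 0.000907) and Myl9, a smooth muscle myosin light chain, by 1.07 (adjusted p = 0.00199). Among cell cycle genes 2 of 42 (2 when adjusted over the list alone, camera adjusted p = 5.23e-29) were higher, with 4 from arrays 1-3 alone.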

For our study, interferon-inducible genes were defined based on the microarray analysis of Liu, et al. [19]. 

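GBP and related interferon-induced genes were higher at later ages in NOD islets than at 2 wk, and low in control islets at 6 wk. Gbp4 read 3.76 ± 0.36 at 2 wk, 5.98 ± 0.71 at 4 wk, 8.18 ± 1.23 at 12 wk and 9.76 ± 0.63 in newly diabetic NOD mice, and 4.31 ± 0.41, 4.48 ± 0.20 and 4.16 ± 0.50 in NOD.Rag1-/-, B6.g7 and C57BL/6 mice at 6 wk. BC023105 rose by 2.99 (SE 0.25) at 8 wk, 4.77 (SE 0.39) at 12 wk and 5.52 (SE 0.18) at 18 wk against NOD 2 wk. Inside batch 3, BC023105 rose by 3.44 (SE 0.32, adjusted p = 8.54e-11) from 6 to 18 wk. There 16 of 22 GBP, IRG and other interferon-gamma-responsive genes were higher (16 when adjusted over the list alone, camera adjusted p = 1.30e-49). Inside batch 2, Gbp4 rose by 3.78 (SE 0.33, adjusted p = 1.82e-07) from 4 wk to new diabetes. Comparisons with 2 wk cross batches, and the 12 wk, 18 wk and newly diabetic groups have 3 arrays each.

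**Figure D1:**
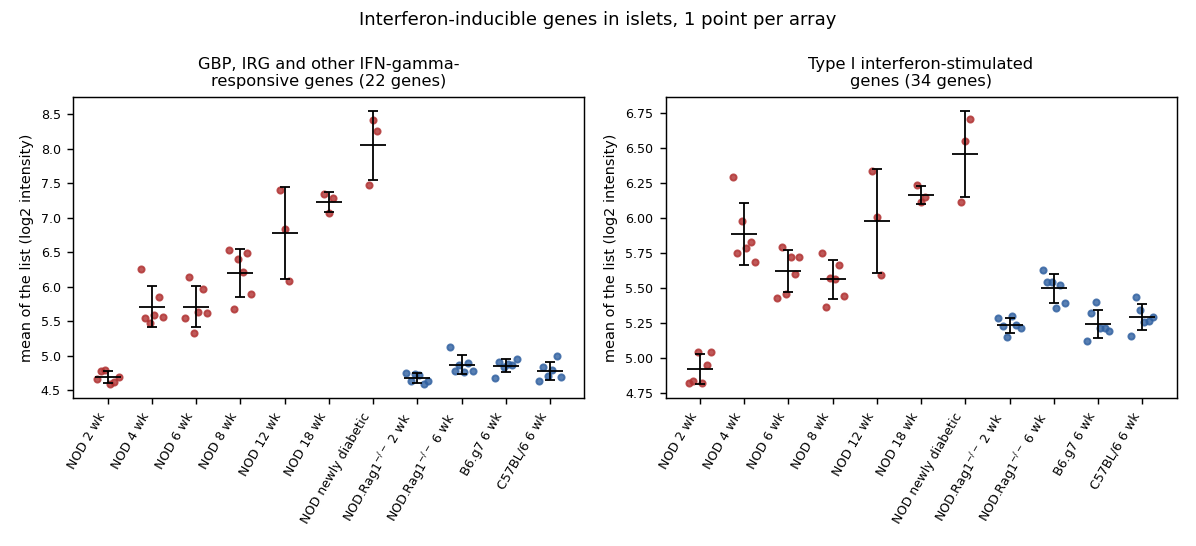
Mean log2 level (y axis) of the type I interferon-stimulated genes and of the GBP, IRG and other interferon-gamma-responsive genes in each group (x axis). Each point is 1 array, red for NOD and blue for control mice, and black bars are the mean ± SD. The GBP and IRG list averages 4.69 ± 0.08 in NOD 2 wk, 5.71 ± 0.30 in NOD 6 wk and 8.05 ± 0.50 in newly diabetic arrays, against 4.87 ± 0.14 in NOD.Rag1-/- 6 wk.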

The interferon signature increased in magnitude over the time course of NOD development, and was not found in any of the other control non-diabetic mice (Fig. 2C). (Many of the expression differences between 6 wk old NOD and NOD.*Rag1^−/−^* mice were detectable as early as 4 wks of age in NOD; see below for details.).

Next we interrogated changes that took place between 2 and 6 wk old mice in NOD or NOD.*Rag1^−/−^* mice. There were ∼1000 significant changes between 2 wk and 6 wk old NOD and between 2 wk and 6 wk old NOD.*Rag1^−/−^* mice (Fig. 2D–E). 

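Beta cell genes rose and cell cycle genes fell from 2 to 6 wk in both strains. Ucn3, a peptide of mature beta cells, rose by 2.39 (SE 0.23, adjusted p = 1.79e-06) in NOD and 1.68 (SE 0.19, adjusted p = 2.83e-06) in NOD.Rag1-/- mice, and Cdk1, the mitotic kinase, fell by 1.58 (SE 0.19, adjusted p = 1.25e-05) and 2.14 (SE 0.12, adjusted p = 2.59e-09). NOD mice had 851 called genes (393 higher, 458 lower at 6 wk) and NOD.Rag1-/- mice 971 (432 higher, 539 lower). Both strains shared 281 higher genes (8.55 for independent draws) and 301 lower genes (12.4). Across all genes the changes of the strains had a Spearman rho of 0.711. The NOD.Rag1-/- arrays share batch 1, and the NOD comparison crosses batches; with NOD 6 wk arrays 1-3 alone it gave 584 genes, with arrays 4-6 alone 975, and without NOD 2 wk replicate 3 1065.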

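Islets of both strains lost expression of cell cycle genes by 6 wk. In NOD islets Ube2c, a ubiquitin ligase of mitosis, fell by 1.58 (SE 0.23, adjusted p = 6.34e-05), Kif11, a spindle motor, by 1.47 (SE 0.19, adjusted p = 2.33e-05) and Cenpa, the centromere histone, by 1.36 (SE 0.19, adjusted p = 3.32e-05). In NOD.Rag1-/- islets Top2a, Birc5 and Mki67, markers of proliferating cells, fell by 2.36, 2.35 and 2.27. Of the cell cycle genes 19 of 42 (19 when adjusted over the list alone, camera adjusted p = 1.46e-21, adjusted p = 0.224 with an estimated correlation) were lower in NOD and 32 of 42 (32 when adjusted over the list alone, camera adjusted p = 2.63e-35) in NOD.Rag1-/- mice. The NOD count was 12 with 6 wk arrays 1-3 alone. Genes higher in both strains included Ucn3 of mature beta cells. Gene ontology terms and promoter sites were not analysed here.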

Gene ontology and promoter scanning of the genes commonly upregulated in both strains showed that they were involved in cell division, cell cycle, and cellular adhesion. They also included promoter binding sites for early developmental regulators, such as SP1 (Fig. 2F). This indicated that the islet of Langerhans was still actively dividing and developing from 2 to 6 wks of age regardless of diabetes susceptibility.

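Genes of beta cells were higher in islets of both strains at 6 wk than at 2 wk. Slc2a2, the glucose transporter of beta cells, rose by 1.99 (SE 0.25, adjusted p = 1.65e-05) in NOD islets, Sytl4, a granule exocytosis protein, by 1.85 (SE 0.21, adjusted p = 8.18e-06) and Abcc8, the sulfonylurea receptor, by 1.70 (SE 0.22, adjusted p = 1.98e-05). Beta cell genes were higher in 10 of 21 (10 when adjusted over the list alone, camera adjusted p = 5.23e-11, adjusted p = 0.243 with an estimated correlation) in NOD and 14 of 21 (14 when adjusted over the list alone, camera adjusted p = 7.59e-14, adjusted p = 0.297 with an estimated correlation) in NOD.Rag1-/- mice. NOD arrays 1-3 alone gave 6. Duct keratins fell in NOD, Krt19 by 1.42 (SE 0.26, adjusted p = 0.000527) and Krt8 by 1.42 (SE 0.15, adjusted p = 4.84e-06), 3 of 11 (3 when adjusted over the list alone, camera adjusted p = 0.0323, adjusted p = 0.299 with an estimated correlation). Genes of fibroblasts and smooth muscle were lower in 3 of 15 (3 when adjusted over the list alone, camera adjusted p = 0.0385, adjusted p = 0.417 with an estimated correlation), none of them called by limma with arrays 1-3 alone. In NOD.Rag1-/- mice genes of the unfolded protein response were lower in 4 of 18 (4 when adjusted over the list alone, camera adjusted p = 0.00735, adjusted p = 0.690 with an estimated correlation). The paper concludes that islets of either strain were still dividing and developing over these weeks. Whether the strains differ in these lists was not tested.

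**Figure D2:**
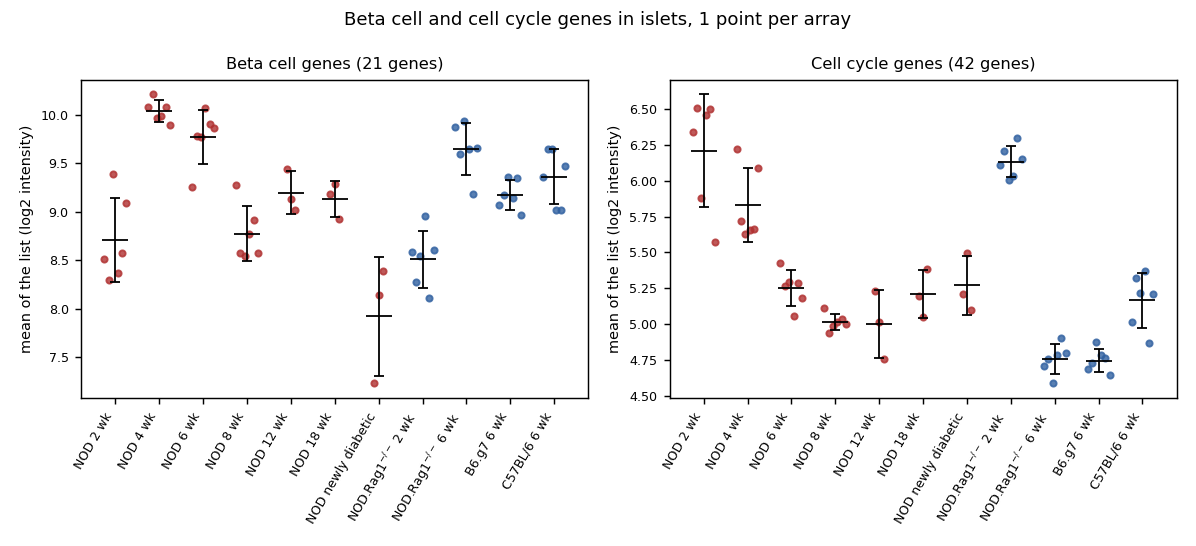
Mean log2 level (y axis) of gene lists that include the beta cell and cell cycle lists, in each group (x axis). Each point is 1 array, red for NOD and blue for control mice, and black bars are the mean ± SD. The beta cell list averages 8.71 ± 0.44 at 2 wk and 9.78 ± 0.28 at 6 wk in NOD, 8.51 ± 0.29 and 9.65 ± 0.27 in NOD.Rag1-/- mice. The cell cycle list averages 6.21 ± 0.39 and 5.25 ± 0.12 in NOD, 6.13 ± 0.11 and 4.76 ± 0.10 in NOD.Rag1-/- mice.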

In addition to upregulated genes, a number of transcripts were downregulated between 2 and 6 wk NOD and NOD.*Rag1^−/−^* mice. The level of downregulated transcripts was comparable in all strains, including B6.g7 and C57BL/6 mice. 

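Genes that fell with age in both NOD strains were also low in mice without the NOD background. Mki67, a proliferation marker, read 7.06 ± 0.46 in NOD 2 wk, 5.88 ± 0.33 in NOD 6 wk, 4.97 ± 0.26 in NOD.Rag1-/- 6 wk, 4.98 ± 0.34 in B6.g7 and 5.80 ± 0.35 in C57BL/6 islets. Over the 301 genes lower at 6 wk in both strains, the median distance below NOD 2 wk was -1.27 in NOD, -1.42 in NOD.Rag1-/-, -1.06 in B6.g7 and -1.11 in C57BL/6 mice. In B6.g7 mice 297 of them and in C57BL/6 mice 294 lay below NOD 2 wk. The genes were picked in NOD and NOD.Rag1-/- mice and NOD 2 wk is the reference for each distance, so none of these values is independent of the choice. No 2 wk islets of B6.g7 or C57BL/6 mice were measured, so their own change with age is unknown.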

Analysis of variance of the 6 wk downregulated genes by Spearman’s rank grouped most of the 6 wk samples together, and the main outlier was the 8 wk NOD (Fig. S1B). 

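Genes lost from islets between 2 and 6 wk stayed low at 8 wk, though less so than at 4 wk. Their median distance below NOD 2 wk was -1.26 at 4 wk, -0.987 at 8 wk and -0.583 in newly diabetic islets. Over these 301 genes NOD 8 wk arrays had the largest mean Spearman distance to other groups, 0.158 (SD 0.0159, n = 6), with NOD 4 wk at 0.148 (SD 0.0335). Mean distances of the 6 wk groups were 0.102 for NOD, 0.106 for NOD.Rag1-/-, 0.124 for B6.g7 and 0.129 for C57BL/6 mice. Distances within a group averaged 0.0232 at 8 wk, where some arrays are not independent, and 0.0625 in NOD 6 wk.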

Analysis of the downregulated signature showed an enrichment of transcriptional regulatory genes (Fig. S1C). Euclidean distance and Pearson’s Correlation analysis did not provide a discernible trend in the downregulation of transcripts through the time course of NOD mice development (Fig. S1D, Data not shown).

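Some interferon-induced genes rose more with age in NOD than in NOD.Rag1-/- islets. Gene lists were not tested for this difference between the changes. Iigp1, an interferon-induced GTPase, rose more in NOD from 2 to 6 wk by 2.77 (SE 0.36, adjusted p = 0.000104), Gbp4, a guanylate-binding protein, by 2.07 (SE 0.37, adjusted p = 0.00357), and the chemokines Cxcl9 by 2.19 (SE 0.41, adjusted p = 0.00768) and Ccl5 by 1.45 (SE 0.20, adjusted p = 0.000285). Gbp11 at 1.38 (adjusted p = 0.0143) and Irgm1 at 1.22 (adjusted p = 0.0295) did not pass. Rtp4 and Reg2, both low in NOD at 2 wk, also rose more in NOD, by 1.56 (SE 0.26, adjusted p = 0.00226) and 1.64 (SE 0.17, adjusted p = 3.19e-06). Some immediate early genes went the other way, from a raised NOD level at 2 wk. The difference between the changes was -2.78 (SE 0.45, adjusted p = 0.00160) for Nr4a1, an orphan nuclear receptor, and -3.58 (SE 0.54, adjusted p = 0.000928) for Npas4. Jun at -1.42 (adjusted p = 0.0258) and Egr2 at -2.29 (adjusted p = 0.0280) did not pass. Kcnma1, a potassium channel, gave -5.02 (SE 0.23, adjusted p = 7.61e-15) as it rose by 5.34 (SE 0.17) in NOD.Rag1-/- mice. A test of the difference between the changes called 35 genes, 18 with the higher change in NOD, and 2845 had an unadjusted p under 0.05. Without NOD 2 wk replicate 3 it called 28 genes. NOD 6 wk arrays differ in batch from the other groups.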

In summary, pairwise analysis of 2 and 6 wk old NOD and NOD.*Rag1^−/−^* mice showed mostly a regulation of cell growth and development, and an inflammatory response unique to NOD. 

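Interferon-gamma-responsive genes set 6 wk NOD islets apart from each control group. Iigp1 exceeded B6.g7 islets by 1.97 (SE 0.24, adjusted p = 9.66e-06) and C57BL/6 islets by 2.14 (SE 0.27, adjusted p = 2.17e-05), and Gbp4 did so by 1.60 and 1.93. Genes of the GBP, IRG and interferon-gamma response were higher in 9 of 22 (9 when adjusted over the list alone, camera adjusted p = 2.53e-13, adjusted p = 0.0675 with an estimated correlation) against B6.g7 and 9 of 22 (9 when adjusted over the list alone, camera adjusted p = 1.53e-14, adjusted p = 0.103 with an estimated correlation) against C57BL/6. Type I interferon-stimulated genes were higher in 2 of 34 (2 when adjusted over the list alone, camera adjusted p = 3.87e-07, adjusted p = 0.218 with an estimated correlation) against B6.g7, Oas2 by 1.38 (SE 0.14) and Zbp1 by 1.05 (SE 0.13). In all, 9 genes were higher than in all 3 control groups, Iigp1, Gbp4, Gbp8, Gbp11, Gm4841, BC023105, Cxcl9, Cxcl10 and Ccl5. From separate NOD arrays, arrays 1-3 against NOD.Rag1-/- and arrays 4-6 against B6.g7 or C57BL/6 shared 6 and 5 genes. Which genes these were is not given here. Whole comparisons gave 251 genes for B6.g7 (129 higher) and 265 for C57BL/6 (118 higher), in which batch and strain coincide.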

A surprising finding was the fact that as early as 6 wks of age an interferon-dependent gene signature was already found in NOD mice, but not in any of the 6 wk old controls. Many of the 6 wk inflammatory changes were evident in NOD mice as young as 4 wks, as will be detailed below.

### Principal Component Analysis Revealed that the Major Source of Transcriptional Variance between NOD and Control Mice was Immunological in Nature

Principal component analysis (PCA) was used to evaluate the transcriptional changes responsible for the highest variance of the dataset [20]. PCA discriminated our samples by both strain and age (Fig. 2G). 

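Islets of 2 wk mice lay at the low end of the second component and newly diabetic islets at the low end of the third. Penk, a peptide precursor of young islets, read 7.64 ± 0.35 in NOD.Rag1-/- 2 wk and 4.33 ± 0.56 in NOD.Rag1-/- 6 wk islets, and Ptprc, the leukocyte marker CD45, 4.55 ± 0.42 in B6.g7 and 9.02 ± 0.67 in newly diabetic islets. After centring each gene, component 2 averaged -36.1 (SD 15.5) in NOD 2 wk and -39.3 (SD 8.91) in NOD.Rag1-/- 2 wk, against 19.7 (SD 8.54) in NOD 6 wk, -8.42 (n = 3) in newly diabetic, -5.74 in B6.g7 and -5.01 in C57BL/6 arrays. Component 1 averaged 58.5 (SD 6.59) in NOD 8 wk and -33.3 (SD 3.53) in NOD 4 wk. Component 3 averaged -51.0 (SD 9.24, n = 3) in newly diabetic, -25.4 (n = 3) in 18 wk, -12.0 (n = 3) in 12 wk, 19.1 in NOD 8 wk, 12.1 in B6.g7 and 11.0 in C57BL/6 arrays. Shares of variance were 27.4, 20.4 and 9.70% centred, and 99.6, 0.113 and 0.0848% without centring.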

We extracted the top 1% of transcripts responsible for the overall PCA variance and this yielded transcripts that correlated with a progression in the age of NOD mice (Fig. S1C). 

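By number of members, the interferon-gamma-responsive and myeloid lists led among the most variable genes. MHC class II genes had a larger share of their list there than myeloid genes. Cxcl9 and Ubd, an interferon-induced chemokine and a ubiquitin-like protein, read 3.90 ± 0.56 and 2.64 ± 0.31 in NOD 2 wk and 9.15 ± 0.19 and 7.39 ± 0.46 in NOD 18 wk islets. The 1% of genes with the largest loadings, 199 genes, held 16 of 22 GBP, IRG and other interferon-gamma-responsive genes (expected 0.220, hypergeometric adjusted p = 1.22e-26), 10 of 31 monocyte, macrophage and dendritic cell genes (adjusted p = 4.63e-12) and 7 of 34 chemokines (adjusted p = 3.02e-07). Also among them were 5 of 9 MHC class II genes (adjusted p = 1.21e-07), 5 of 21 beta cell genes (adjusted p = 8.84e-06), 5 of 15 immediate early genes (adjusted p = 1.64e-06) and 4 of 34 type I interferon-stimulated genes (adjusted p = 0.00123). Of the genes of the top 1%, 98 changed from 2 to 6 wk in NOD.Rag1-/- mice, so age without adaptive immunity also contributes. The hypergeometric test takes genes as independent, which genes of shared cells are not.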

Two salient features were identified by PCA and noted in Fig. 2H. The first was a group of genes selectively upregulated as early as 4 wks of age in NOD mice. These were immune response genes, including the interferon inducible genes mentioned in Fig. 2C. 

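The interferon-induced genes Iigp1, Gm4841 and Gbp4 were among those higher in NOD islets at 4 wk than at 2 wk. Iigp1 rose from 2 to 4 wk by 2.41 (SE 0.27, adjusted p = 3.35e-06), Gm4841 by 1.86 (SE 0.14, adjusted p = 1.10e-07) and Gbp4 by 2.22 (SE 0.25, adjusted p = 4.88e-06). Levels of Gm4841 were 5.12 ± 0.22 in NOD 4 wk, 3.06 ± 0.24 in NOD.Rag1-/-, 3.37 ± 0.18 in B6.g7 and 3.25 ± 0.28 in C57BL/6 islets at 6 wk. Of the top 1% of genes 68 were 2-fold higher at 4 than at 2 wk in NOD and above the mean of every control group at 6 wk. The 4 wk arrays are of batch 2 and the 2 wk and control arrays of batch 1, with 6 arrays per group.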

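Leukocyte genes formed part of a later group of high-variance genes. Jchain, the joining chain of plasma cell antibodies, rose from 2 to 8 wk by 3.36 (SE 0.16, adjusted p = 3.71e-10) and Aif1, a macrophage calcium-binding protein, by 1.59 (adjusted p = 3.36e-06). Nkg7, a granule protein of cytotoxic lymphocytes, read 4.37 ± 0.19 at 6 wk, 6.00 ± 0.35 at 8 wk and 6.87 ± 0.47 at 18 wk in NOD islets. Of the top 1% of genes 100 were 2-fold higher at 8 wk or later than at each of 2, 4 and 6 wk. Against 6 wk of the same batch Jchain rose by 2.60 (SE 0.19, adjusted p = 1.97e-07) and Aif1 changed by 0.92 (adjusted p = 0.00328), short of 2-fold. The 12, 18 wk and newly diabetic groups have 3 arrays each.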

A second group of genes was selectively upregulated on or after 8 wks in NOD mice. This group was enriched for immune response and a variety of leukocyte specific and interferon-inducible genes. 

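The most variable genes included some of T cells. Cd3g and Cd3d, chains of the T cell receptor complex, read 3.21 ± 0.31 and 2.87 ± 0.32 at 4 wk and 6.30 ± 1.06 and 5.67 ± 0.73 at 12 wk in NOD islets. Cd3e rose by 1.02 (adjusted p = 0.00109) at 18 wk, Lat, the adaptor of T cell signalling, by 1.31 (adjusted p = 0.000122) and Cd22, an inhibitory receptor of B cells, by 1.07 (adjusted p = 0.000118), all against 2 wk and none earlier. Cd4 and Cd8a, the coreceptors of helper and cytotoxic T cells, first passed in newly diabetic islets, by 2.48 (adjusted p = 9.38e-07) and 2.89 (adjusted p = 7.62e-08). The top 1% held 4 of 20 T cell genes (Cd2, Cd3d, Cd3g and Cd28, hypergeometric adjusted p = 0.000185) and 1 of 16 B cell genes (Bank1, adjusted p = 0.231). Lck was not analysed here. From 6 to 18 wk inside batch 3, Cd3d rose by 3.26 (SE 0.23).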

Key leukocyte cell surface markers, including *Cd2*, *Cd3e/d/g*, *Cd4*, *Cd8a*, *Cd19*, *Cd22*, T cell receptor, B cell receptor and immunologically important signaling components such as *Lck*, *Lat*, and *Cd79b*, were identified by PCA. Analysis by Gene Ontology and promoter scanning showed that genes identified by PCA were significantly enriched for immune response and antigen processing and presentation signatures and IRF1 was the most significant transcriptional regulator (Fig. 2I).

### Refined Staging of NOD-specific Transcriptional Changes in the Islets of Langerhans

In order to better identify transcriptional changes positively correlated with a progression toward diabetes, we performed k-means clustering using uncentered Pearson’s correlation. Our goal was to focus on genes with a positive Pearson’s correlation throughout diabetogenesis and with lower relative expression in all our controls.

The dataset was clustered as shown in Fig. S2A. Several clusters contained groupings of genes with a positive correlation of expression throughout diabetogenesis. The clusters that were chosen were highlighted in red and demonstrated an increase in gene expression intensity throughout diabetogenesis, but had relatively lower expression levels in all controls. Using this analysis we identified 888 genes that were selected for further analysis. Pearson’s correlation excluded most of the developmental changes mentioned previously, but included immune-related genes changes missed by pair-wise analysis and PCA (Fig. S2C). Also, Spearman’s rank correlation analysis of the genes identified by Pearson’s showed a delineation of NOD mice at different ages (Fig. S2B).

The genes identified by Pearson’s were superimposed with pair-wise comparisons performed between 2 wk old NOD and the age in question. This allowed us to establish genes that were significantly upregulated in NOD mice of different ages. For example, there were 634 significantly upregulated genes between 2 wk and 4 wk old NOD mice (2-fold, 99% C.I.) and the intersection of these changes with Pearson’s Correlation yielded 81 significant changes at 4 wks (Fig. 3A, Table S1). These 81 genes included all 14 of the upregulated genes identified in Fig. 1A–C. The remaining genes were upregulated ≥2-fold in NOD and to a lesser extent in the controls (see below).

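Beta cell and interferon-induced genes both rose between 2 and 4 wk in NOD islets. Ucn3, a peptide of mature beta cells, rose by 2.55 (SE 0.19, adjusted p = 1.13e-07) and Slc2a2, the glucose transporter of beta cells, by 2.20 (SE 0.22, adjusted p = 1.35e-06). Beta cell genes were higher in 15 of 21 (15 when adjusted over the list alone, camera adjusted p = 2.38e-13, adjusted p = 0.252 with an estimated correlation) and REG family genes in 4 of 7 (4 when adjusted over the list alone, camera adjusted p = 0.0514), Reg3b by 2.30 (SE 0.29). The comparison called 983 genes, 604 higher and 379 lower at 4 wk, and 1197 without NOD 2 wk replicate 3 (973 shared). Of 521 tested genes in the authors' table, 62 were higher at 4 wk. That table was drawn from these same arrays by correlation and pairwise tests. No NOD comparison of 2 and 4 wk lies inside a batch.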

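Several genes that were high in NOD islets at 6 wk were high at 4 wk already. From 2 to 4 wk BC023105, a guanylate-binding relative, rose by 2.21 (adjusted p = 1.16e-07) and Gbp11 by 1.06 (adjusted p = 0.00254). Cxcl10 changed by 1.19 (SE 0.41, adjusted p = 0.0278) and Knl1, a kinetochore protein, by 0.19 (adjusted p = 0.541), neither past the threshold. Inside batch 2 BC023105 changed by 0.07 (adjusted p = 0.842) from 4 to 6 wk. That comparison called 44 genes, 40 of them lower. That count was 99 without NOD 6 wk replicate 4 and 6 without replicate 5. Groups are 6 arrays at 2 and 4 wk and, inside batch 2, NOD 6 wk arrays 4-6.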

**Figure 3:**
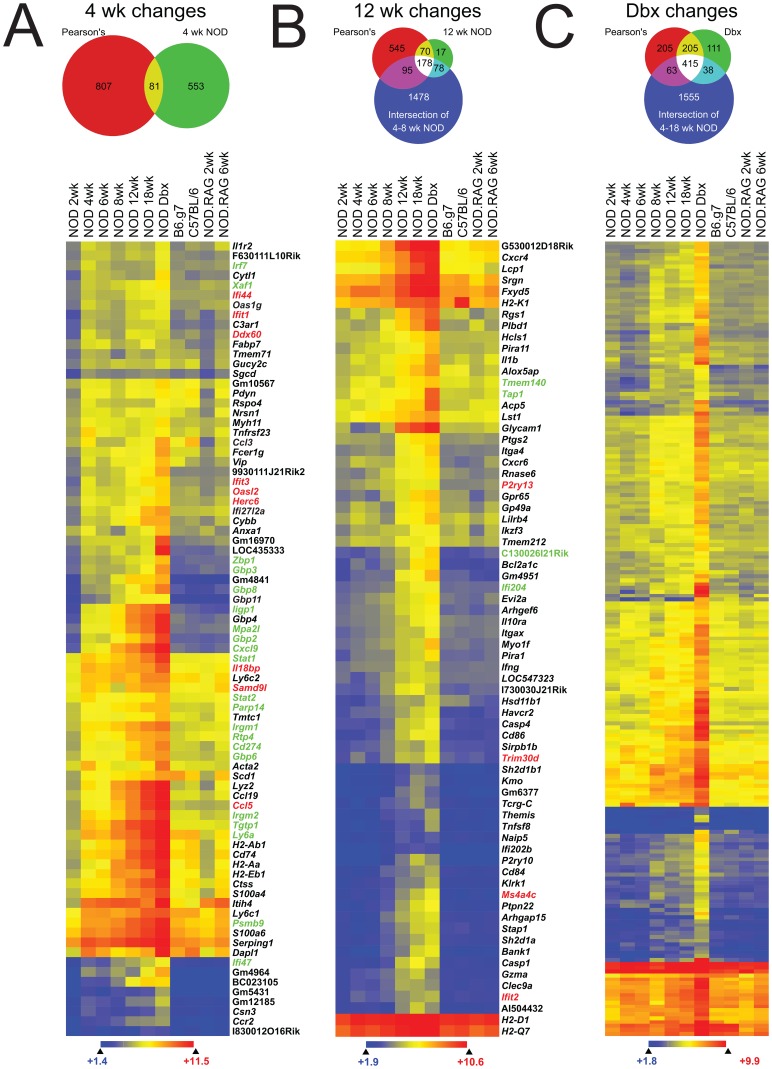
Identification of significant gene changes in different aged NOD mice. Examination of transcriptional changes that took place between 2 wks and either (**A**) 4 wks, (**B**) 12 wks, or (**C**) newly diabetic NOD mice. The red portion of each Venn diagram shows the genes identified by Pearson’s correlation as following a positive correlation throughout diabetogenesis. The green portion of each Venn diagram shows statistically significant changes from 2 wks to the given wk as determined by 2-fold upregulation and 99% confidence interval by moderated t test with Benjamini-Hochberg false discovery rate analysis. The blue portion of the Venn diagrams is the intersection of all the pairwise statistically significant differences from 2 wks to the indicated ages. Hierarchically clustered heat maps show the Euclidean distance of genes identified by the yellow intersection in the Venn diagrams. Those were the genes that showed both a positive correlation by Pearson’s correlation and a pairwise fold and statistical change at the indicated time. Gene names in red are type I interferon-inducible and those in green are inducible by both type I and type II interferons.

For subsequent time points, we combined the intersection of Pearson’s Correlation with pairwise statistics at a given age (6, 8, 12, 18, and newly diabetic), but excluded changes already significant at a previous time. Fig. 3B–C shows an example of this for 12 wk and newly diabetic changes. 

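Each later age added genes of its own. Havcr2, the T cell inhibitory receptor TIM-3, first passed at 12 wk with 1.21 (SE 0.19, adjusted p = 0.000656) over 2 wk, and Thy1, a T cell and stromal surface protein, in newly diabetic islets with 1.89 (SE 0.17, adjusted p = 2.64e-06). Genes first called higher than at 2 wk numbered 604 at 4 wk, 41 at 6 wk, 1018 at 8 wk, 78 at 12 wk, 105 at 18 wk and 289 in newly diabetic mice. The authors' table holds genes picked by correlation and pairwise tests, of which 521 were tested here. Among these the 12 wk and newly diabetic numbers were 58 and 164. Against 2 wk 723 genes were called at 12 wk and 857 in newly diabetic islets, 675 of these higher. Inside batch 3, 147 were called from 6 to 12 wk, and inside batch 2, 1702 from 4 wk to new diabetes. Leaving out NOD 12 wk replicate 2 gave 432 and 76 genes in the 12 wk comparisons, and the comparison inside batch 3 gave 267 without NOD 12 wk replicate 3, 61 without NOD 6 wk replicate 3 and 45 with quantile normalization again.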

In the case of the 12 wk sample, 70 new significant changes were detected and in newly diabetic mice 205 new significant changes were detected. We used the changes identified this way to determine the presence of immune signatures during diabetogenesis.

### Detailed Analysis of Immune Signatures during T1D

To dissect the transcriptional profiles of T1D progression, we combined transcription factor binding analysis (p-scan), gene ontology, and the modules and regulators dataset of the Immunogenetics Consortium (Immgen) [15], [21]–[24]. The idea was to add power to our approach by using groups of genes instead of analyzing any single individual transcript. Based on this approach, we parsed out the results previously shown in Fig. 3 and Table S1 as shown in Fig. 4.

**Figure 4:**
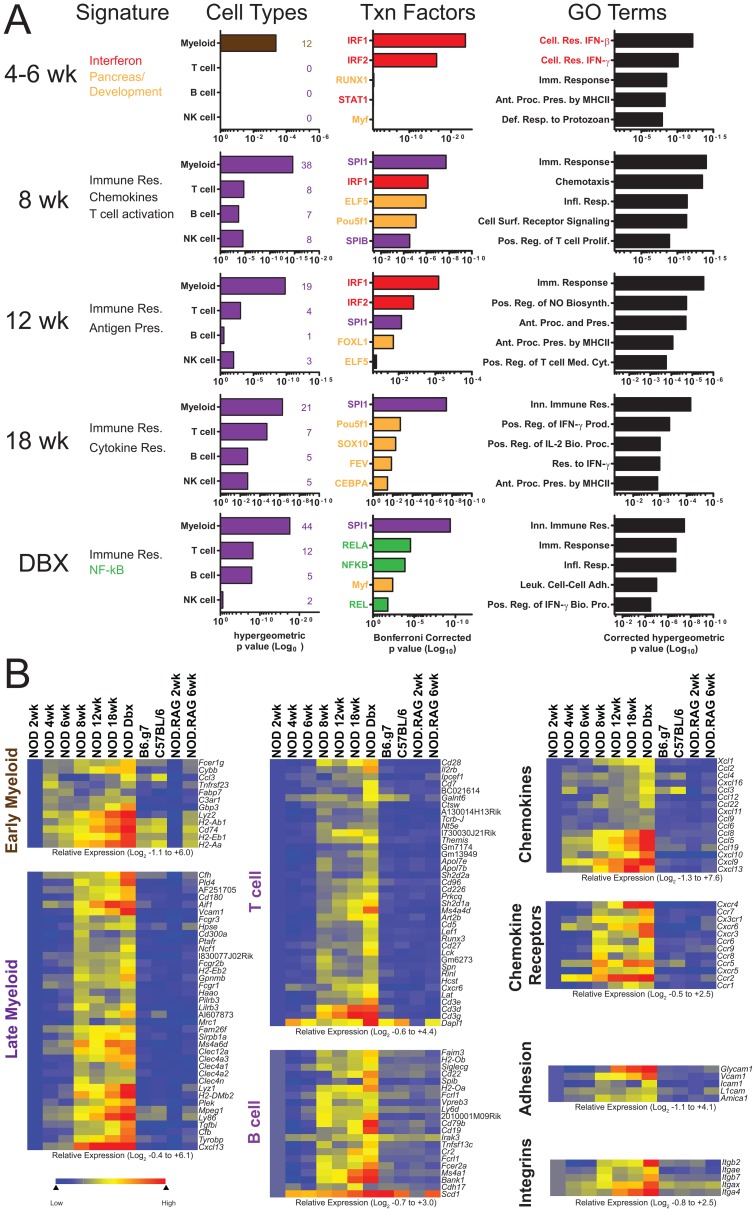
Analysis of inflammatory genes changes throughout diabetogenesis. Differentially expressed genes identified in Figure 3 and Supplemental Table 1 were interrogated for transcriptional regulation signatures and gene ontology (**A**) or for their immunological role (**B**). (**A**) Cell enrichment, transcription factor binding, and gene ontology analysis were performed. Numbers in parentheses indicate the number of cell type specific genes identified as statistically significantly changed at the given age. (**B**) Hierarchically clustered heat maps of cell type specific gene changes throughout diabetes. Values were adjusted to a per row color scale so all changes were relative to 2 wk NOD mice.

At 4–6 wks of age NOD mice displayed an interferon transcriptional signature, determined by the enrichment of IRF1 and IRF2 binding sites on the promoters of upregulated genes. 

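Genes of both the type I and the interferon-gamma-responsive list rose by 4 wk in NOD islets. Ifit3, an RNA-binding antiviral protein, rose by 1.97 (SE 0.27, adjusted p = 2.28e-05), Ddx60, an antiviral helicase, by 1.93 (SE 0.19, adjusted p = 1.25e-06) and Oas2, a sensor of double-stranded RNA, by 1.87 (SE 0.14, adjusted p = 1.10e-07). Type I interferon-stimulated genes were higher in 16 of 34 (16 when adjusted over the list alone, camera adjusted p = 2.08e-16, adjusted p = 0.134 with an estimated correlation) and GBP, IRG and other interferon-gamma-responsive genes in 12 of 22 (12 when adjusted over the list alone, camera adjusted p = 4.12e-09, adjusted p = 0.134 with an estimated correlation). At 6 wk against 2 wk the numbers were 9 of 34 (9 when adjusted over the list alone, camera adjusted p = 2.09e-12, adjusted p = 0.160 with an estimated correlation) and 10 of 22 (10 when adjusted over the list alone, camera adjusted p = 3.63e-11, adjusted p = 0.160 with an estimated correlation), with 13 type I genes from arrays 4-6 alone. At 2 wk NOD islets started below NOD.Rag1-/- islets, with a mean of the type I list of 4.92 ± 0.11 against 5.23 ± 0.05, and NOD.Rag1-/- mice reached 5.50 ± 0.10 at 6 wk. Binding sites of IRF1 and IRF2 were not analysed here.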

Cellular response to IFN-β and IFN-γ were the two most enriched GO Terms. There was also a significant but weak developmental signature (RUNX1 and Myf; Fig. 4).

Using Immgen’s modules and regulators we found 12 genes that were myeloid specific and that we termed as an “early myeloid” signature (Fig. 4B). 

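Macrophage genes were among the first leukocyte genes to rise in NOD islets. Lyz2, the lysozyme of myeloid cells, rose from 2 to 4 wk by 2.00 (SE 0.30, adjusted p = 6.66e-05), Cybb, a subunit of the phagocyte oxidase, by 1.24 (SE 0.14, adjusted p = 3.35e-06) and Fcer1g, an Fc receptor signalling chain, by 1.22 (SE 0.12, adjusted p = 1.64e-06). Monocyte, macrophage and dendritic cell genes were higher in 5 of 31 (5 when adjusted over the list alone, camera adjusted p = 1.08e-05, adjusted p = 0.201 with an estimated correlation) at 4 wk and 5 of 31 (5 when adjusted over the list alone, camera adjusted p = 1.75e-07, adjusted p = 0.183 with an estimated correlation) at 6 wk. Of the 31 genes of this list 5 first passed at 4 wk and 15 at 8 wk. Both comparisons cross batches, with 6 arrays per group.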

Most of the early myeloid signature was found in all strains, but increased over time in NOD mice. 

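Early macrophage genes rose with age in NOD.Rag1-/- islets as well. There Lyz2 rose from 2 to 6 wk by 1.85 (SE 0.26, adjusted p = 3.05e-05), Sirpa, a phagocyte inhibitory receptor, by 1.20 (SE 0.12, adjusted p = 7.39e-07) and Fcer1g by 1.05 (SE 0.11, adjusted p = 1.15e-06). At 6 wk Lyz2 read 6.46 ± 0.51 in NOD, 6.40 ± 0.75 in NOD.Rag1-/-, 5.30 ± 0.75 in B6.g7 and 5.67 ± 0.63 in C57BL/6 islets. Monocyte, macrophage and dendritic cell genes were higher at 6 wk than at 2 wk in 3 of 31 (3 when adjusted over the list alone, camera adjusted p = 6.81e-05, adjusted p = 0.124 with an estimated correlation) in NOD.Rag1-/- mice. NOD exceeded B6.g7 islets in 2 of 31 (2 when adjusted over the list alone, camera adjusted p = 0.00105, adjusted p = 0.234 with an estimated correlation), by 1.16 (SE 0.27) for Lyz2 and 1.02 (SE 0.13) for Ccr2, a monocyte receptor, a number that was 1 with NOD arrays 4-6 alone. By 18 wk Lyz2 was 4.61 (SE 0.32) above NOD 2 wk and inside batch 3 2.94 (SE 0.27) above 6 wk.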

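MHC class II genes rose early in both NOD strains. From 2 to 4 wk in NOD islets the class II chain H2-Eb1 rose by 1.30 (SE 0.21, adjusted p = 0.000134), H2-Aa by 1.20 (SE 0.22, adjusted p = 0.000310), H2-Ab1 by 1.09 (SE 0.19, adjusted p = 0.000249) and Cd74, the invariant chain, by 1.94 (SE 0.24, adjusted p = 9.54e-06). From 2 to 6 wk Cd74 rose by 2.13 (SE 0.24) in NOD and 2.01 (SE 0.14) in NOD.Rag1-/- mice. Class II genes were higher in 5 of 9 (5 when adjusted over the list alone, camera adjusted p = 0.0514) at 4 wk, and at 6 wk in 5 of 9 (5 when adjusted over the list alone, camera adjusted p = 0.000329, adjusted p = 0.243 with an estimated correlation) in NOD and 5 of 9 (5 when adjusted over the list alone, camera adjusted p = 6.81e-05, adjusted p = 0.0543 with an estimated correlation) in NOD.Rag1-/- mice. NOD and NOD.Rag1-/- mice at 6 wk did not differ past the threshold in H2-Aa, at 6.48 ± 0.47 and 6.64 ± 0.33.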

The early myeloid genes were not specific for any identifiable leukocyte, but many were linked to antigen processing and presentation (*H2-Ab1*, *H2-Eb1*, *H2-Aa*, and *Cd74*). This signature is compatible with an intra-islet myeloid cell previously described by our group and others [25]–[27].

By 8 wks of age, there was a significant upregulation in genes regulated by SPI1 (myeloid regulator) and SPIB (B lymphocyte regulator). 

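Genes of T cells, B cells and NK cells first rose at 8 wk, along with many of macrophages. Against NOD 2 wk, 5 of 20 T cell genes, 6 of 16 B cell genes, 5 of 17 NK and cytotoxicity genes and 15 of 31 monocyte, macrophage and dendritic cell genes passed for the first time at that age, after 5 of the 31 had passed at 4 wk. Of plasma cell genes 2 of 9 (2 when adjusted over the list alone, camera adjusted p = 0.0908) were higher, Mzb1, an antibody-assembly chaperone, by 1.29 (SE 0.14, adjusted p = 4.69e-07). Neutrophils left little trace, 1 of 13 (1 when adjusted over the list alone, camera adjusted p = 0.00136, adjusted p = 0.0784 with an estimated correlation) with Csf3r, the G-CSF receptor, at 1.24 (SE 0.11, adjusted p = 7.36e-08). Against 6 wk of the same batch 4 of 20 T cell (4 when adjusted over the list alone), 4 of 16 B cell (4 when adjusted over the list alone), 4 of 17 NK (4 when adjusted over the list alone) and 7 of 31 myeloid genes (7 when adjusted over the list alone) were higher. With quantile normalization again the NK count was 2.

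**Figure D3:**
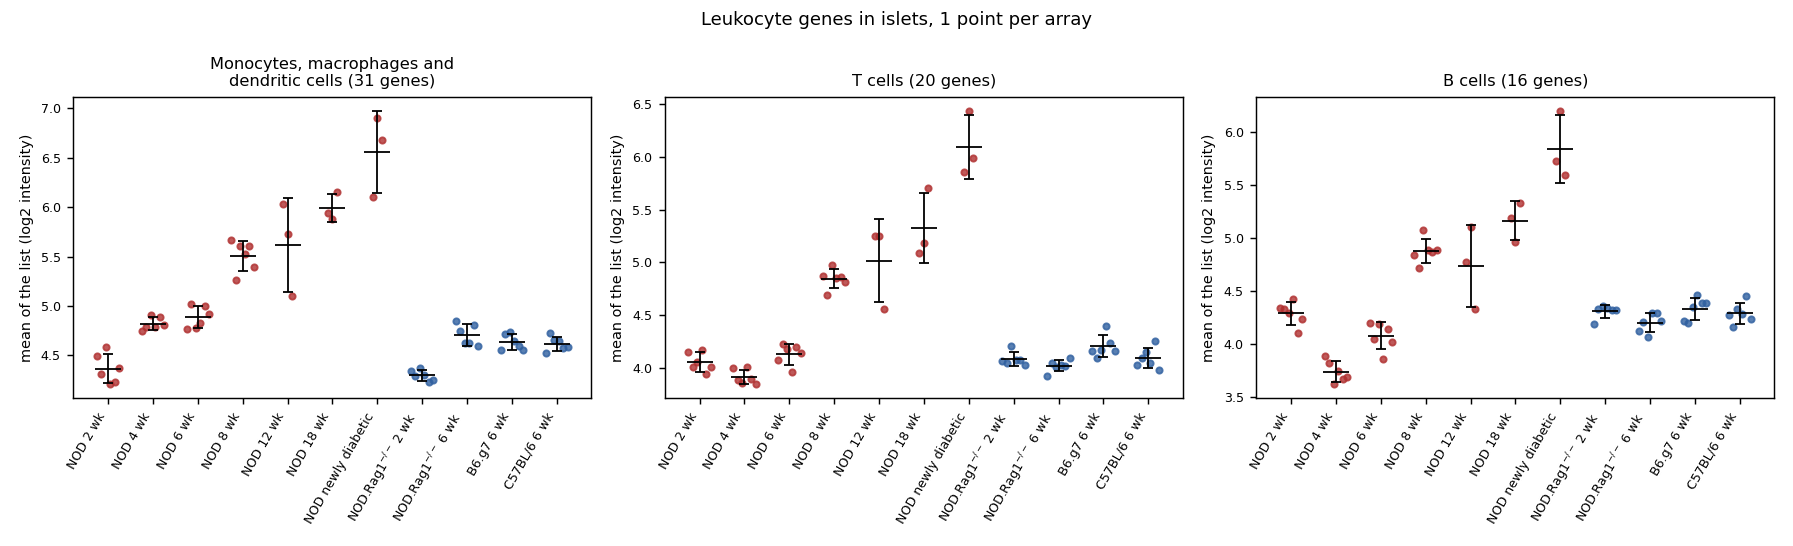
Mean log2 level (y axis) of leukocyte gene lists in each group (x axis). Each point is 1 array, red for NOD and blue for control mice, and black bars are the mean ± SD. The T cell list averages 4.13 ± 0.10 in NOD 6 wk, 4.84 ± 0.09 in NOD 8 wk and 6.09 ± 0.30 in newly diabetic arrays, the B cell list 4.07 ± 0.13, 4.88 ± 0.11 and 5.84 ± 0.32, and the myeloid list 4.88 ± 0.11, 5.51 ± 0.15 and 6.56 ± 0.41.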

At this time, all major leukocyte subsets implicated in the development of diabetes were represented transcriptionally. Gene ontology showed enrichment of chemotaxis and T cell activation signatures. 

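T cell receptor and costimulation genes rose sharply at 8 wk in NOD islets. Cd3d rose by 2.18 (SE 0.16, adjusted p = 6.77e-09), Cd2, an adhesion receptor of T cells, by 1.77 (SE 0.15, adjusted p = 4.36e-08) and Cd28, the costimulatory receptor, by 1.57 (SE 0.10, adjusted p = 1.78e-09). Among activation genes Slfn1, a growth regulator of thymocytes, rose by 1.62 (SE 0.14), the SLAM receptors Slamf7, Slamf1 and Slamf6 by 1.46, 1.32 and 1.29, and Cxcr5, the receptor of follicular cells, by 1.41 (SE 0.14). Of T cell genes 5 of 20 (5 when adjusted over the list alone, camera adjusted p = 0.000211, adjusted p = 0.144 with an estimated correlation) were higher and of the activation genes the authors picked on these arrays 6 of 6 (6 when adjusted over the list alone, camera adjusted p = 0.000211, adjusted p = 0.0784 with an estimated correlation). Within batch 3, Cd3g of the T cell receptor rose from 6 wk by 2.23 (SE 0.28) and Cxcr5 by 1.48 (SE 0.14), with 5 of 6 (5 when adjusted over the list alone, camera adjusted p = 0.000259, adjusted p = 0.0630 with an estimated correlation) activation genes higher. With quantile normalization again the activation counts were 3 against 2 wk and 1 against 6 wk. Cd3e changed by 0.62 (SE 0.12, adjusted p = 0.000188) and Cd8a by 0.90 (SE 0.10, adjusted p = 9.90e-07), both short of 2-fold.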

Definitive T cell specific genes including *Cd2*, *Cd3d*, *Cd3g* and also a signature of T cell activation as defined by *Ctla4*, *Slamf1*, *Slamf6*, *Slamf7*, *Slfn1* (Shlafen1), and *Cxcr5* was defined. B cell specific genes, including the immunoglobulin and Ig-associated genes *Igk*, *Igl*, and *Cd79b* were also detected (Fig. 4, Table S1). 

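Genes of the B cell receptor and of B cell differentiation rose at 8 wk. Cd79b, a signalling chain of the B cell receptor, rose by 1.12 (SE 0.15, adjusted p = 3.28e-06), Vpreb3, a chaperone of the pre-B cell receptor, by 1.08 (SE 0.15, adjusted p = 6.47e-06), Fcer2a, the low-affinity IgE receptor, by 1.06 (SE 0.18, adjusted p = 5.47e-05) and Fcrla, an intracellular Fc receptor relative, by 1.06 (SE 0.10, adjusted p = 1.50e-07). B cell genes were higher in 6 of 16 (6 when adjusted over the list alone, camera adjusted p = 0.00336, adjusted p = 0.189 with an estimated correlation), and with quantile normalization again in 2. From 6 wk in batch 3 Cd79b rose by 1.20 (SE 0.15) and Bank1, a B cell scaffold protein, by 1.25 (SE 0.15). These changes lie close to 2-fold, so the count depends on scaling.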

Natural killer cells were identified by the induction of genes belonging to the NK gene cluster (*Klrc1, Klrd1,* and *Klra17*; Table S1) [28]. 

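Receptors of the NK gene complex rose at 8 wk together with cytotoxic granule genes. Klrd1, the CD94 receptor, rose by 1.80 (SE 0.14, adjusted p = 1.12e-08), Klra17, a Ly49 relative, by 1.42 (SE 0.11, adjusted p = 1.10e-08) and Klrc1, the NKG2A receptor, by 1.22 (SE 0.13, adjusted p = 2.56e-07), and Nkg7 and Gzmb, both of cytotoxic granules, by 2.12 (SE 0.17) and 1.37 (SE 0.11). NK and cytotoxicity genes were higher in 5 of 17 (5 when adjusted over the list alone, camera adjusted p = 0.000211, adjusted p = 0.144 with an estimated correlation), with quantile normalization again in 3. Klra17 rose from 6 wk in batch 3 by 1.46 (SE 0.14, adjusted p = 5.65e-07), Klrd1 by 1.20 (SE 0.15, adjusted p = 5.40e-06) and Ncr1, the NKp46 receptor of NK cells, by 1.05 (SE 0.13, adjusted p = 5.68e-06). Activated T cells also express Klrd1, Klrc1, Nkg7 and Gzmb, so of these genes Ncr1 points most directly to NK cells.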

In 8 wk old NOD, we found 38 new myeloid transcripts, which we termed the “late myeloid” and included markers enriched on monocytes, macrophages, and dendritic cells, such as 5 members of the c-type lectin family *Clec4a1*, *Clec4a2*, *Clec4a3*, *Clec4n*, *Clec12a* (Fig. 4B and Table S1).

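C-type lectins of dendritic cells and monocytes rose at 8 wk. Clec12a rose by 2.00 (SE 0.10, adjusted p = 3.71e-10), Clec4n (Dectin-2) by 1.51 (SE 0.11, adjusted p = 6.86e-09), Clec4a3 by 1.25 (SE 0.16, adjusted p = 2.20e-06), Clec4a2 by 1.05 (SE 0.11, adjusted p = 3.21e-07) and Clec4a1 by 1.03 (SE 0.13, adjusted p = 1.57e-06), 6 arrays each at 2 and 8 wk. The 8 wk arrays amount to about 3 independent ones, so these SE and p values are likely too small. Monocyte, macrophage and dendritic cell genes were higher in 19 of 31 (19 when adjusted over the list alone, camera adjusted p = 2.67e-08, adjusted p = 0.144 with an estimated correlation). Within batch 3 Clec12a rose from 6 wk by 1.34 (SE 0.13, adjusted p = 8.78e-07) and Clec4n by 1.25 (SE 0.13, adjusted p = 1.22e-06), and Clec4a3 at 0.96 (SE 0.15) stayed short of 2-fold. That comparison had camera adjusted p = 3.87e-05, adjusted p = 0.247 with an estimated correlation for the list, median 0.71.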

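Interferon-gamma-responsive genes were higher at 12 wk than at 6 wk. Inside batch 3 Gm4841, an interferon-induced GTPase, rose from 6 wk by 2.26 (SE 0.28, adjusted p = 8.90e-07), Gbp4 by 1.99 (SE 0.35, adjusted p = 0.000345) and Iigp1 by 1.83 (SE 0.36, adjusted p = 0.00164). GBP, IRG and other interferon-gamma-responsive genes were higher in 7 of 22 (9 when adjusted over the list alone, camera adjusted p = 1.94e-26, adjusted p = 0.101 with an estimated correlation), with quantile normalization again in 2, and type I interferon-stimulated genes in 2 of 34 (3 when adjusted over the list alone, camera adjusted p = 1.53e-09, adjusted p = 0.183 with an estimated correlation). Against 2 wk the numbers were 17 of 22 (17 when adjusted over the list alone, camera adjusted p = 4.66e-19, adjusted p = 0.114 with an estimated correlation) and 15 of 34 (15 when adjusted over the list alone, camera adjusted p = 1.95e-15, adjusted p = 0.114 with an estimated correlation). The 12 wk group and the 6 wk arrays of its batch are 3 each, and the comparison of 12 with 6 wk was added after the others had been fixed. No test of 12 against 8 wk was made.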

At 12 wks of age a second wave of IRF1/IRF2 response was detected. This corresponded to a GO profile that included antigen processing and presentation and positive regulation of T cell mediated cytotoxicity (Fig. 4A). 

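Antigen presentation and killing genes were higher at 12 wk than at 2 and 6 wk, part of them since earlier ages. First calls at 12 wk numbered 2 of 10 class I, 3 of 17 NK and 0 of 9 class II genes. The class II list averaged 6.56 ± 0.31 at 8 wk and 6.92 ± 0.62 at 12 wk. The NK list averaged 4.05 ± 0.05 and 4.26 ± 0.38. Against 2 wk the immunoproteasome subunits Psmb8 and Psmb9 rose by 2.01 (SE 0.25) and 2.01 (SE 0.21), B2m, the light chain of MHC class I, by 1.68 (SE 0.21), Tapbp, the peptide-loading factor tapasin, by 1.14 (SE 0.22) and Gzma, a granule protease of killer cells, by 1.72 (SE 0.25). Of MHC class I genes 5 of 10 (5 when adjusted over the list alone, camera adjusted p = 1.38e-05, adjusted p = 0.114 with an estimated correlation), of class II genes 5 of 9 (5 when adjusted over the list alone, camera adjusted p = 4.17e-09, adjusted p = 0.114 with an estimated correlation) and of NK and cytotoxicity genes 7 of 17 (7 when adjusted over the list alone, camera adjusted p = 4.82e-09, adjusted p = 0.114 with an estimated correlation) were higher. Psmb8 rose from 6 wk in batch 3 by 1.27 (SE 0.24, adjusted p = 0.00127), B2m by 1.26 (SE 0.27, adjusted p = 0.00539) and Gzma by 1.16 (SE 0.25, adjusted p = 0.00423). There 2 of 10 (2 when adjusted over the list alone, camera adjusted p = 3.18e-06, adjusted p = 0.156 with an estimated correlation) class I, 5 of 9 (5 when adjusted over the list alone, camera adjusted p = 4.42e-14, adjusted p = 0.101 with an estimated correlation) class II and 5 of 17 (5 when adjusted over the list alone, camera adjusted p = 6.12e-14, adjusted p = 0.101 with an estimated correlation) NK genes were higher, the latter numbers being 2 and 2 with quantile normalization again.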

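GBP, IRG and myeloid genes rose further at 18 wk. Ifng, interferon-gamma itself, stood 1.40 (SE 0.19, adjusted p = 0.000113) above 2 wk, and Il2, the T cell growth factor, at 0.54 (SE 0.16, adjusted p = 0.0227) did not pass. Cybb, of the phagocyte oxidase, rose by 3.26 (SE 0.20) and Aif1 by 3.25 (SE 0.21). Against 2 wk type I interferon-stimulated genes were higher in 18 of 34 (18 when adjusted over the list alone, camera adjusted p = 7.70e-24), GBP and IRG genes in 17 of 22 (17 when adjusted over the list alone, camera adjusted p = 7.00e-29) and monocyte, macrophage and dendritic cell genes in 22 of 31 (22 when adjusted over the list alone, camera adjusted p = 7.00e-29). Between 8 and 18 wk in batch 3 12 of 22 (12 when adjusted over the list alone, camera adjusted p = 1.83e-07, adjusted p = 0.469 with an estimated correlation) GBP and IRG genes and 8 of 31 (8 when adjusted over the list alone, camera adjusted p = 0.000457, adjusted p = 0.469 with an estimated correlation) myeloid genes were higher, Ifng by 1.05 (SE 0.14, adjusted p = 2.19e-05). That comparison called 860 genes, 396 higher and 464 lower, a balance of 612 and 382 with quantile normalization again and of 481 and 367 with array medians subtracted and of 246 and 33 over genes above the median level. The 18 wk group has 3 arrays.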

At 18 wks there was further amplification of the response, increased IFNγ and IL-2 dependent gene expression, and a continued myeloid signature as evidenced by SPI1 regulated transcripts. Finally, newly diabetic mice showed an enrichment of NF-κB inducible transcripts (Fig. 4A).

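NF-kB target genes rose most in newly diabetic islets. Against 4 wk inside batch 2, Traf1, an adaptor of TNF receptors, rose by 3.00 (SE 0.17, adjusted p = 1.41e-09), Il1b, the inflammatory cytokine, by 1.88 (SE 0.19, adjusted p = 1.17e-06) and Icam1, an adhesion molecule, by 1.81 (SE 0.15, adjusted p = 7.40e-08). NF-kB target genes were higher in 15 of 29 (15 when adjusted over the list alone, camera adjusted p = 5.94e-12, adjusted p = 0.0734 with an estimated correlation) there and in 14 of 29 (14 when adjusted over the list alone, camera adjusted p = 1.48e-11, adjusted p = 0.0725 with an estimated correlation) against 2 wk. At 18 wk 6 of 29 (6 when adjusted over the list alone, camera adjusted p = 0.0642) were higher than at 2 wk, at 12 wk 3 of 29 (3 when adjusted over the list alone) and at 8 wk 3 of 29 (3 when adjusted over the list alone), the last with 4 of 29 lower and, with array medians subtracted, 1 higher. From 6 to 18 wk inside batch 3 5 of 29 (5 when adjusted over the list alone, camera adjusted p = 1.38e-10, adjusted p = 0.141 with an estimated correlation) were higher. Several of these genes are made by leukocytes, so their rise does not separate cell entry from signalling. Newly diabetic islets have 3 arrays.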

Examination of transcriptional changes by Pearson’s correlation and ANOVA demonstrated that the inflammatory gene upregulation during diabetogenesis occurred in 5 major patterns. 

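Members of a gene group first rose over a range of ages. GBP, IRG and other interferon-gamma-responsive genes first passed at 4 wk (12 of 22), 6 wk (1), 8 wk (4) and new diabetes (1). Cxcl9, which first passed at 4 wk, stood at 5.98 ± 1.05 at 4 wk and 7.58 ± 0.74 at 8 wk. T cell genes first passed at 8 wk, 12 wk (2), 18 wk (3) and new diabetes (6), such as Cd3e, which read 5.44 ± 0.17 at 8 wk, 5.84 ± 0.34 at 18 wk and 7.75 ± 0.52 in newly diabetic islets. Chemokines first passed at 4 wk (4 of 34), 8 wk (9), 18 wk (2) and new diabetes (3). NF-kB target genes first passed at 8 wk (3), 12 wk (2), 18 wk (3) and new diabetes (7). Over all genes 40 were higher than at 2 wk at every later age.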

Coordinated upregulation of various transcriptional groups was found at 4, 8, and 18 wks as well as in newly diabetic mice. There was also a steady upregulation profile (Fig. S3).

Chemokines are considered the drivers of specific immune cell entry into tissues. 

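Chemokines for monocytes and activated T cells rose by 4 wk in NOD islets. Cxcl9, a ligand of activated T cells, rose from 2 to 4 wk by 2.08 (SE 0.37, adjusted p = 0.000299), Ccl3, an inflammatory chemokine, by 1.58 (SE 0.24, adjusted p = 6.84e-05), Ccl5, a T cell chemokine, by 1.51 (SE 0.14, adjusted p = 5.63e-07) and Ccl19, a ligand for CCR7, by 1.12 (SE 0.21, adjusted p = 0.000404). Chemokines were higher in 4 of 34 (4 when adjusted over the list alone, camera adjusted p = 0.112). At 6 wk Ccl19 stood 1.29 (SE 0.21, adjusted p = 0.000136) above 2 wk and Ccl3 0.11 (SE 0.22, adjusted p = 0.760), with 3 of 34 (3 when adjusted over the list alone, camera adjusted p = 0.00736, adjusted p = 0.243 with an estimated correlation) higher. In NOD.Rag1-/- mice Ccl3 read 4.10 ± 0.48 at 2 wk and 5.61 ± 0.44 at 6 wk.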

We found 4 chemokine genes were upregulated by 4 to 6 wks: *Ccl3*, *Ccl5*, *Ccl19* and *Cxcl9* (Fig. 4B). Of these, *Ccl5* and *Cxcl9* were higher in NOD than in controls. 

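Ccl5 and Cxcl9 exceeded every control group at 6 wk, and Ccl3 and Ccl19 did not. Ccl5 was higher in NOD than in NOD.Rag1-/- islets by 1.31 (SE 0.15, adjusted p = 0.000125), B6.g7 by 1.10 (SE 0.18, adjusted p = 0.000219) and C57BL/6 by 1.36 (SE 0.17, adjusted p = 1.81e-05). Cxcl9 was higher by 2.12 (SE 0.30, adjusted p = 0.000907), 1.99 (SE 0.32, adjusted p = 0.000220) and 2.19 (SE 0.29, adjusted p = 4.94e-05). Ccl19 differed from NOD.Rag1-/- by 0.52 (SE 0.17, adjusted p = 0.146), and Ccl3 was lower than in C57BL/6 by 2.11. Of chemokines 3 of 34 (3 when adjusted over the list alone, camera adjusted p = 2.59e-06, adjusted p = 0.0825 with an estimated correlation) were higher than in NOD.Rag1-/- mice, of which NOD arrays 1-3 alone called 1 and arrays 4-6 alone 3. Batch coincides with strain in all 3 comparisons.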

None of the chemokine receptors for *Ccl5* or *Cxcl9* were detectable in 4 or 6 wks old NOD. 

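Cxcr3, Ccr1 and Ccr3, receptors for the early chemokines, stayed short of 2-fold at 4 wk. From 2 to 4 wk Cxcr3, the receptor of Cxcl9, changed by -0.16 (SE 0.10, adjusted p = 0.237), and Ccr1 and Ccr3, receptors of Ccl5, by -0.22 (SE 0.13, adjusted p = 0.184) and -0.05 (SE 0.11, adjusted p = 0.742). Cxcr3 read 4.46 ± 0.11 at 2 wk, 4.31 ± 0.15 at 4 wk, 4.46 ± 0.23 at 6 wk and 5.48 ± 0.26 at 8 wk in NOD islets. A receptor carried by few entering cells is diluted in RNA of whole islets.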

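Ccr2, the monocyte receptor for Ccl2, rose before other chemokine receptors. From 2 wk it rose by 1.18 (SE 0.15, adjusted p = 1.33e-05) at 4 wk and 1.27 (SE 0.16, adjusted p = 1.71e-05) at 6 wk. Levels at 6 wk were 3.68 ± 0.25 in NOD, 2.74 ± 0.34 in NOD.Rag1-/-, 2.66 ± 0.17 in B6.g7 and 2.57 ± 0.23 in C57BL/6 islets. Against NOD.Rag1-/- islets Ccr2 differed by 0.94 (SE 0.15, adjusted p = 0.00285), just short of 2-fold. Among receptors it alone passed at 4 wk, 1 of 18 (1 when adjusted over the list alone, camera adjusted p = 0.649).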

The only chemokine receptor to be found significantly upregulated in NOD at 4 and 6 wks was *Ccr2*, a receptor enriched in blood monocytes but also expressed on some populations of dendritic cells. Therefore, at 4 and 6 wks there was not a detectable chemokine-chemokine receptor pairing that could be responsible for the entry of any specific leukocyte subset. However, by 8 wks of age there was NOD-specific upregulation of 11 chemokines and 7 chemokine receptors (Fig. 4B). 

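Chemokines and their receptors rose in number at 8 wk. Cxcl13, the B cell chemokine, rose from 2 to 8 wk by 2.92 (SE 0.26, adjusted p = 5.97e-08), Ccl8, a monocyte chemokine, by 2.51 (SE 0.14, adjusted p = 6.73e-10) and Ccl5 by 2.40 (SE 0.14). Receptors were joined by Xcr1, of cross-presenting dendritic cells, by 1.80 (SE 0.13, adjusted p = 9.12e-09) and Ccr8, of regulatory and type 2 T cells, by 1.29 (SE 0.14, adjusted p = 4.51e-07). Chemokines were higher in 12 of 34 (12 when adjusted over the list alone, camera adjusted p = 0.000211, adjusted p = 0.152 with an estimated correlation) and receptors in 8 of 18 (8 when adjusted over the list alone, camera adjusted p = 4.94e-05, adjusted p = 0.0784 with an estimated correlation), the latter 5 with quantile normalization again. Of 6 to 8 wk changes in batch 3, 5 of 34 (5 when adjusted over the list alone, camera adjusted p = 0.00150, adjusted p = 0.245 with an estimated correlation) chemokines and 5 of 18 (5 when adjusted over the list alone, camera adjusted p = 0.000207, adjusted p = 0.0630 with an estimated correlation) receptors were higher, with 8 and 3 after quantile normalization again, Cxcl13 by 2.23 (SE 0.24) and Xcr1 by 1.26 (SE 0.13).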

The chemokines included ligands for recruitment of naïve (*Ccl19*), memory (*Cxcl9/10*), and activated αβ T cells (*Cxcl9/10*). We also detected at least one ligand for the recruitment of γδ T cells (*Ccl22*), regulatory T cells (*Ccl22*), B cells (*Cxcl13*), NK cells (*Ccl4*, *Cxcl11*), conventional and plasmacytoid DC (*Cxcl11*, *Ccl4*), blood monocytes (*Ccl2*), macrophages (*Ccl2*, *Ccl5*), and neutrophils (*Xcl1*). 

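Ligands for several leukocyte classes rose at 8 wk and others later. From 2 to 8 wk Ccl19 rose by 2.42 (SE 0.20), Ccl22, a ligand of regulatory T cells, by 1.41 (SE 0.11), Xcl1, of dendritic cells, by 1.39 (SE 0.16), Ccl4, of NK cells and monocytes, by 1.17 (SE 0.12) and Cxcl10 by 1.09 (SE 0.34). Ccl2, the main monocyte ligand, changed by -0.09 (SE 0.17, adjusted p = 0.665) at 8 wk, passed at 18 wk and reached 2.34 (SE 0.27, adjusted p = 3.07e-05) in newly diabetic islets. Cxcl11 changed by 0.21 (SE 0.11, adjusted p = 0.0973) and passed at no age. Xcl1 rose from 6 wk in batch 3 by 1.07 (SE 0.19) and Ccl12, a monocyte chemokine, by 1.42 (SE 0.13). Between 8 and 18 wk in batch 3 Ccl2 rose by 1.16 (SE 0.15, adjusted p = 1.18e-05).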

Chemokine receptors for all major leukocyte populations were also found, with the exception of granulocytes. The pattern of chemokine and chemokine receptors remained mostly unchanged after 8 wks of age, except for the increase of *Cxcr4* and *Cxcr6* at 12–18 wks of age. 

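The chemokine receptors Cxcr4 and Cxcr6 rose after 8 wk. Cxcr6, of tissue-resident T cells, rose above 2 wk by 1.28 (SE 0.20, adjusted p = 0.000656) at 12 wk and 1.49 (SE 0.18, adjusted p = 3.80e-05) at 18 wk, and Cxcr4, the receptor of CXCL12, by 1.12 (SE 0.16, adjusted p = 0.000431) and 2.32 (SE 0.20, adjusted p = 1.14e-06). Inside batch 3 from 8 to 18 wk Cxcr4 rose by 1.81 (SE 0.21, adjusted p = 4.92e-06) and Cxcr6 by 1.06 (SE 0.17, adjusted p = 9.51e-05), with 2 of 18 (2 when adjusted over the list alone, camera adjusted p = 0.425) receptors higher and 8 of 34 (8 when adjusted over the list alone, camera adjusted p = 0.00915, adjusted p = 0.496 with an estimated correlation) chemokines higher. Neither passed from 6 to 12 wk, Cxcr4 at 0.82 (SE 0.22) and Cxcr6 at 0.95 (SE 0.23). Against 2 wk receptors were higher in 4 of 18 (4 when adjusted over the list alone, camera adjusted p = 3.08e-06, adjusted p = 0.114 with an estimated correlation) at 12 wk and 3 of 18 (3 when adjusted over the list alone, camera adjusted p = 1.76e-07) at 18 wk, the latter 5 without NOD 2 wk replicate 3, and chemokines in 7 of 34 (7 when adjusted over the list alone, camera adjusted p = 6.10e-09, adjusted p = 0.114 with an estimated correlation) and 13 of 34 (15 when adjusted over the list alone, camera adjusted p = 1.16e-13).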

The data show that at the chemokine/chemokine receptor expression level the ability to recruit all major leukocyte subsets involved in the progression of diabetes was in place by 8 wks of age.

Our approach detected 5 significantly upregulated adhesion molecules: *Glycam1*, *Vcam1*, *Icam1*, *L1cam*, and *Amica1*. 

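Vessel and leukocyte adhesion genes rose over the course of disease. Glycam1, the mucin of high endothelial venules that binds L-selectin, rose from 2 wk to new diabetes by 4.09 (SE 0.53, adjusted p = 9.09e-05), Vcam1, which binds VLA-4, by 3.39 (SE 0.18, adjusted p = 1.70e-08), Icam1 by 1.34 (SE 0.15, adjusted p = 1.60e-05) and L1cam, a neural adhesion molecule, by 1.03 (SE 0.17, adjusted p = 0.000955). Jaml, the junctional adhesion molecule Amica1, rose by 1.38 (SE 0.10, adjusted p = 7.23e-09) at 8 wk. Of the adhesion genes and integrins the authors picked on these arrays, which are therefore not independent evidence, 10 of 10 (10 when adjusted over the list alone, camera adjusted p = 6.44e-18) were higher in newly diabetic islets and 9 of 10 (9 when adjusted over the list alone, camera adjusted p = 1.88e-11) against 4 wk inside batch 2. At 8, 12 and 18 wk 2 of 10, 4 of 10 and 5 of 10 were higher than at 2 wk (2, 4 and 5 when adjusted over the list alone).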

All adhesion factors were significantly upregulated only in the NOD mice. 

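Adhesion molecules of endothelium and stroma stayed short of 2-fold at 4 and 6 wk in NOD islets. From 2 to 4 wk Vcam1 changed by 0.23 (SE 0.15, adjusted p = 0.237), Icam1 by -0.47 (SE 0.11, adjusted p = 0.00237) and L1cam by 0.47 (SE 0.14, adjusted p = 0.0120), and from 2 to 6 wk by 0.30 (SE 0.15, adjusted p = 0.153), -0.36 (SE 0.11, adjusted p = 0.0240) and 0.62 (SE 0.14, adjusted p = 0.00218). Vcam1 first passed at 8 wk with 1.55 (SE 0.14, adjusted p = 8.07e-08), and inside batch 3 it rose from 6 to 8 wk by 1.22 (SE 0.15, adjusted p = 5.60e-06) along with Jaml by 1.20 (SE 0.11, adjusted p = 5.48e-07). Icam1 and L1cam first passed in newly diabetic islets. L1cam differed between newly diabetic and 4 wk islets inside batch 2 by 0.57 (SE 0.16, adjusted p = 0.00907).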

*Vcam*, *Icam1* and *L1cam* were upregulated by 4 to 6 wks of age, *Amica1* was upregulated by 8 wks of age and *Glycam1* was upregulated by 12 wks of age. 

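Glycam1, made by high endothelial venules, followed a late course. It read 4.98 ± 0.35 at 2 wk, 3.89 ± 0.41 at 4 wk, 5.15 ± 0.24 at 8 wk, 8.01 ± 1.98 at 12 wk and 8.55 ± 1.06 at 18 wk in NOD islets. Against 2 wk it was lower at 4 wk by 1.08 and higher by 3.03 (SE 0.54, adjusted p = 0.00156) at 12 wk and 3.57 (SE 0.32, adjusted p = 1.63e-06) at 18 wk. Inside batch 3 it rose from 6 wk by 3.45 (SE 0.41, adjusted p = 3.35e-07) at 12 wk, and inside batch 2 from 4 wk by 5.18 (SE 0.50, adjusted p = 5.68e-07) in newly diabetic islets. Genes of lymph node stroma and high endothelial venules were higher at 18 wk in 3 of 10 (3 when adjusted over the list alone, camera adjusted p = 0.00382) and in newly diabetic islets in 4 of 10 (4 when adjusted over the list alone, camera adjusted p = 0.000186).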

*Glycam1* was the most upregulated adhesion factor throughout diabetogenesis. 

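Integrins of lymphocytes and myeloid cells rose from 12 wk. Itga4, the alpha chain of VLA-4, rose above 2 wk by 1.61 (SE 0.22, adjusted p = 0.000257) at 12 wk and Itgax, of dendritic cells, by 1.30 (SE 0.22, adjusted p = 0.00106). Itgb2, the common leukocyte chain, first passed in newly diabetic islets with 2.43 (SE 0.19, adjusted p = 5.53e-07) and Itgae, of resident T cells, with 1.18 (SE 0.15, adjusted p = 5.88e-05). Inside batch 3 Itgb2 rose earlier, by 1.10 (SE 0.14, adjusted p = 6.41e-06) from 6 to 8 wk and 1.23 (SE 0.22, adjusted p = 0.000413) from 6 to 12 wk, and Itga4 by 1.31 (SE 0.24, adjusted p = 0.000708) from 6 to 12 wk. Between 6 and 12 wk 4 of 10 (4 when adjusted over the list alone, camera adjusted p = 2.58e-11, adjusted p = 0.101 with an estimated correlation) of the adhesion genes and integrins the authors picked were higher.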

Integrins that were significantly upregulated after 12 wks of age included *Itgb2* (CD18), *Itgae* (CD103), *Itgax* (CD11c), *Itga4* (CD49d), and *Itgb7*. Overall the adhesion factor and integrin signature points to an enrichment of myeloid cell types. A concomitant upregulation of expression of the pan-leukocyte marker *Prptc* (CD45) and modest changes in islet-specific genes were also detected (Fig. S4).

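Ptprc, the leukocyte marker CD45, tracked infiltration. Above 2 wk it stood 2.22 (SE 0.18, adjusted p = 2.63e-08) at 8 wk, 3.23 (SE 0.35, adjusted p = 5.33e-05) at 12 wk and 4.84 (SE 0.26, adjusted p = 1.85e-08) in newly diabetic islets, and inside batch 3 it rose from 6 to 8 wk by 1.58 (SE 0.22, adjusted p = 1.42e-05). Beta cell genes fell in newly diabetic islets, Ucn3 by 3.02 (SE 0.37, adjusted p = 4.62e-05) and Slc2a2 by 1.84 (SE 0.40, adjusted p = 0.00629) against 2 wk, 3 of 21 (6 when adjusted over the list alone, camera adjusted p = 1.66e-05, adjusted p = 0.342 with an estimated correlation). Inside batch 2 they fell further from 4 wk, Ucn3 by 5.56 (SE 0.27, adjusted p = 5.20e-10), Slc2a2 by 4.05 (SE 0.29, adjusted p = 2.18e-08) and Nkx6-1, a beta cell transcription factor, by 2.94 (SE 0.24, adjusted p = 7.09e-08), 17 of 21 (17 when adjusted over the list alone, camera adjusted p = 2.94e-17, adjusted p = 0.0734 with an estimated correlation). Beta cell genes rose after 2 wk, which lowers the count against that age, and array medians subtracted gave 5.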

### Examination of Interferon and Interferon-inducible Gene Expression by Quantitative RT-PCR

We validated 8 candidates genes that were significantly upregulated between 4 and 8 wks in our microarray data set using qRT-PCR: *Cxcl9*, *Stat1*, *Gbp2*, *Iigp1*, *Rtp4*, *Gpr18*, *Oasl2* and *Tgtp1*. Fig. 5 shows the results of the RT-PCR data (Panel A) and microarray data (Panel B) for the 8 validated targets. 

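Interferon-induced genes chosen for RT-PCR were higher on the arrays by 4 wk, and Gpr18 was higher by 8 wk. From 2 to 4 wk Rtp4, a receptor transporter, rose by 1.73 (SE 0.15, adjusted p = 4.86e-07) and Oasl2, an antiviral protein, by 1.66 (SE 0.20, adjusted p = 6.29e-06), with exact p = 0.00216 and 0.00216. Gpr18, a lymphocyte receptor, changed by 0.12 (exact p = 0.530) at 4 wk and rose by 1.20 (SE 0.15, adjusted p = 1.76e-06) at 8 wk. Exact tests gave p under 0.05 in 23 of 30 comparisons of these 5 genes. At 8 wk 5 of 5 (5 when adjusted over the list alone, camera adjusted p = 0.000966, adjusted p = 0.152 with an estimated correlation) of them were higher. Gbp2 and Tgtp1 were not analysed here, and as the authors picked the genes on these arrays they are not independent evidence.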

By RT-PCR there was significant upregulation of all 8 transcripts in 4 to 6 wk old NOD mice when compared to 2 wks. 

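Cxcl9, an interferon-induced chemokine, rose stepwise in NOD islets. It read 6.32 ± 0.84 at 6 wk in NOD against 4.21 ± 0.49 in NOD.Rag1-/-, 4.34 ± 0.73 in B6.g7 and 4.13 ± 0.43 in C57BL/6 islets. Exact p was 0.00433 for 4 against 2 wk and 0.00216 for 6 against 2 wk. Within batch 3 it rose from 6 to 12 wk by 1.82 (SE 0.35, adjusted p = 0.00128). With 6 arrays a group the smallest exact p is 0.00216.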

*Cxcl9* and *Gbp2* were significantly upregulated from 2 to 4 wks in NOD and were significantly different from all control strains at 6 wks of age (Fig. 5). 

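Rtp4, a type I interferon-stimulated gene, rose in NOD islets to the level that NOD.Rag1-/- islets held at both ages. At 6 wk it read 6.47 ± 0.49 in NOD, 6.22 ± 0.31 in NOD.Rag1-/-, 5.64 ± 0.34 in B6.g7 and 5.94 ± 0.05 in C57BL/6 islets, and NOD differed from NOD.Rag1-/- by 0.24 (exact p = 0.316, n = 6 each). It differed from B6.g7 by 0.83 (adjusted p = 0.00537, exact p = 0.00866) and from C57BL/6 by 0.52 (adjusted p = 0.0499, exact p = 0.0541). At 2 wk NOD.Rag1-/- islets held 6.33 ± 0.35 against 5.01 ± 0.19 in NOD. In NOD it rose from 2 to 6 wk by 1.45 (SE 0.18, adjusted p = 1.56e-05), from a lower start.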

As with our microarray results, certain genes, like *Rtp4* were upregulated in NOD from 2 to 4 wks, but had comparable expression levels with controls at 6 wks of age. Both of these observations were in agreement with the microarray results and support the idea that there is an entry of leukocytes that is universal to all strains of mice and a second signature that is interferon-inducible enriched and specific to NOD (Fig. 5B, Table S1).

**Figure 5:**
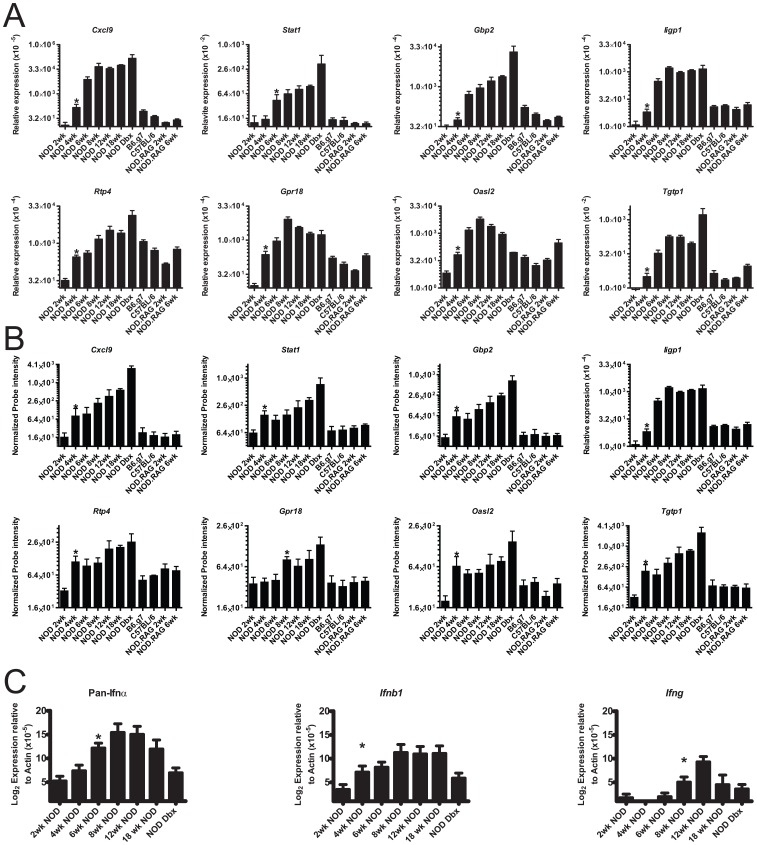
Quantitative RT-PCR validation of microarray data. (**A**) Quantitative RT-PCR was performed using SYBR green detection for the indicated genes. Bars show the mean (log_2_) +/− S.E.M. of at least three independent experimental replicates from 3–6 biological replicates per group. All data is represented relative to the expression of actin (ΔC_t_). In order to facilitate visualization on a log_2_ scale, values were transformed as indicated on the y-axis label. (**B**) Microarray results for the same genes interrogated in (**A**). (**C**) Taqman qPCR quantification of pan-IFNα, *Ifnb1*, or *Ifng* throughout diabetogenesis. Bars represent the mean of the normalized probe intensity +/− S.E.M. of 3–6 biological replicates per group. Asterisks indicate statistical significance (P<0.05) from 2 wk NOD sample by one-tailed Mann-Whitney test.

We wanted to determine which interferons were transcribed in the islets of Langerhans. We reliably found a “tonic” transcript for *Ifna* in the islets, pancreatic lymph nodes and spleens of all strains of mice and at all times examined (Fig. 5C which only shows data from islets). There was a small level of upregulation from 2 to 4 wks in NOD mice, but expression levels were 10 to 100-fold higher than in the three control strains. *Ifnb* transcripts also were reliably detectable in the islets of all mice, and sporadically in the spleens and lymph nodes of NOD (Fig. 5C, data not shown). The levels of *Ifnb* expression did not go above the tonic expression level until 6 wk of age. At this time there were >10 fold more detectable transcripts in NOD than in C57BL/6, B6.g7 or NOD.*Rag1^−/−^* mice islets. To note, pancreatic lymph nodes of NOD mice contain a detectable expression of type I interferon in plasmacytoid DC, as early as 3 wks of age [14].

In contrast to type I interferon, we did not detect tonic expression of *Ifng* in the spleens or lymph nodes of NOD or the control mice (Fig. 5C, and data not shown). Reliable expression of *Ifng* was only detected at 8 wks with maximal expression at 12 wks in NOD. This coincided with the first detectable *Ifng* by microarray. 

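Ifng, interferon-gamma, emerged slowly on the arrays. It read 4.04 ± 0.25 at 2 wk, 4.40 ± 0.18 at 6 wk, 4.40 ± 0.11 at 8 wk, 5.30 ± 0.51 at 12 wk and 5.44 ± 0.40 at 18 wk in NOD islets. Against 2 wk it changed by 0.35 (SE 0.11, adjusted p = 0.0105) at 8 wk and passed at 12 wk with 1.25 (SE 0.21, adjusted p = 0.00102). Inside batch 3 it changed by 0.01 (SE 0.11, adjusted p = 0.954) from 6 to 8 wk and 1.06 (SE 0.21, adjusted p = 0.000697) from 6 to 18 wk. The paper concludes that type I interferon came before Ifng, from RT-PCR of Ifna and Ifnb that is not used here.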

Based on this data, we conclude that type I interferon was expressed before *Ifng* during diabetogenesis. The timing of significant upregulation of *Ifna* and *Ifnb* appears to be simultaneous.

### Integration with Protein-protein Interaction Networks Shows Immune Subnetworks Dominating Across Diabetes Development

We related the islet gene expression data in the context of established protein-protein interaction networks. First, we dissected the temporal changes in gene expression of our dataset by computing pairwise p values for all permutations of samples. This was done in order to identify the genes that became involved in diabetogenesis at a given age. For example, at 8 wks of age, we looked for differential expression from 2 to 6 wk NOD versus 8 to newly diabetic NOD. By this analysis, only genes that became significantly upregulated at 8 wks, but were not significant at all previous times were analyzed.

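AP-1 and other immediate early genes were lower at 6 wk than at 2 wk in NOD islets. Fos, Jun and Junb, subunits of AP-1, fell by 1.74 (SE 0.30, adjusted p = 0.000257), 1.82 (SE 0.26, adjusted p = 5.31e-05) and 1.69 (SE 0.21, adjusted p = 1.72e-05), and Atf3, a stress-response repressor, fell by 3.20 (SE 0.56, adjusted p = 0.000300). Immediate early genes were lower in 13 of 15 (13 when adjusted over the list alone, camera adjusted p = 1.26e-12, adjusted p = 0.224 with an estimated correlation) in NOD and 2 of 15 (2 when adjusted over the list alone, camera adjusted p = 0.00735, adjusted p = 0.738 with an estimated correlation) in NOD.Rag1-/- mice. Inside batch 2 they fell from 4 to 6 wk as well, Fos by 1.48 (SE 0.17, adjusted p = 4.89e-06) and Jun by 1.29 (SE 0.18, adjusted p = 6.27e-05), 11 of 15 (11 when adjusted over the list alone, camera adjusted p = 5.15e-32, adjusted p = 0.0657 with an estimated correlation). NOD islets at 6 wk also lay below B6.g7 in 9 of 15 (9 when adjusted over the list alone, camera adjusted p = 1.95e-16, adjusted p = 0.0675 with an estimated correlation) and C57BL/6 in 13 of 15 (13 when adjusted over the list alone, camera adjusted p = 3.06e-32). NOD 2 wk replicate 6 stood apart on this list, at 8.22 against 10.23 for the next 2 wk array. Without it 14 of 15 were lower at 6 wk. Fos read 10.96 ± 0.90 in NOD and 9.97 ± 0.31 in NOD.Rag1-/- mice at 2 wk. These genes respond within minutes to handling of tissue, so islet isolation can set their level. The authors' analysis used subnetworks of genes first raised at each age, which were not analysed here.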

Subnetworks of genes upregulated at 6 wks contained a cluster of AP-1 related immune genes specific for myeloid lineage (*Fos*, *Junb*, *Jun*, *Fosb*, etc). The 8 wk subnetwork was strongly enriched for “Genes involved in Signaling in Immune system” (Reactome, hypergeometric p value <10^−12^) and “T Cytotoxic Cell Surface Molecules” (Biocarta, hypergeometric p value <10^−10^). The 18-wks subnetwork showed strong enrichment in members of both T-cell and B-cell receptor pathway (hypergeometric p values of 10^−6^ and 10^−5^, respectively; Fig. 6).

**Figure 6:**
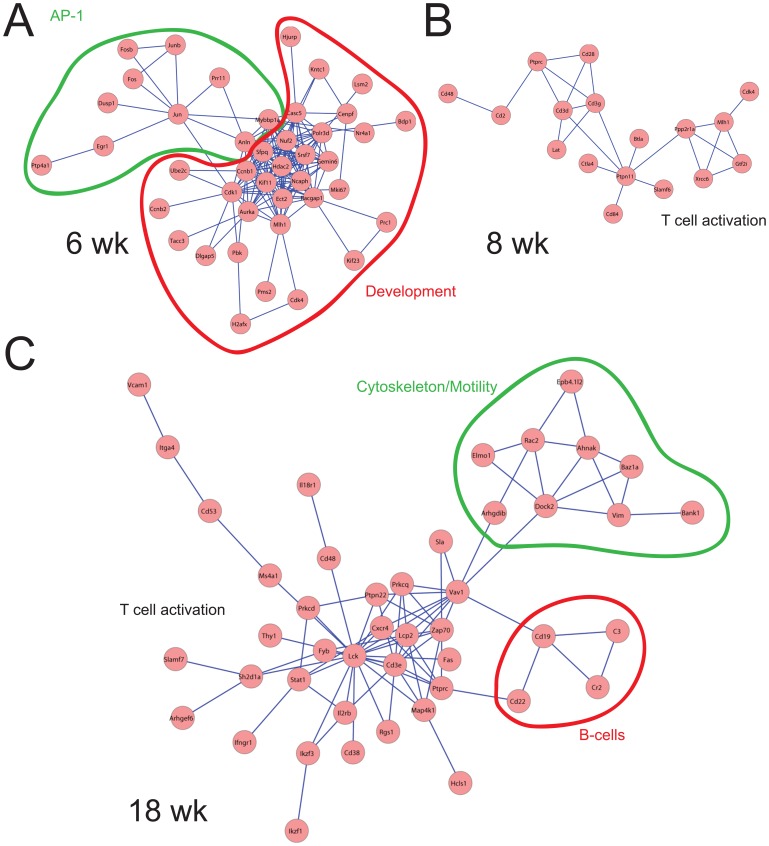
Data modeling of transcriptional networks. The most significant interaction networks were calculated at (**A**) 6 wks (FDR 0.00006), (**B**) 8 wks (FDR = 0.0000001) and (**C**) 18 wks of age (FDR = 0.00012). Interaction significance was based on the p values calculated for each age group. Notably, at 6-wk, strong developmental signature persists along with AP-1 module, generally attributed to myeloid cells. At 8-wks, strongest interacting subnetwork is T-cell specific, while 18-wk additional B-cell and cytoskeleton specific modules appear.

We expanded these observations by cross-referencing time point specific genes with profiles available in the Immgen database [15]. Since Immgen-derived transcriptional modules available online are defined based on the human immune cell types, we used the enrichment score strategy introduced in Benita, et. al. to compute the representation of murine immune cell types within transcriptional signatures of infiltration [29]. Consistently, the 4 wk NOD signature did not show statistically significant enrichment in immune cell types, while the 6 wk NOD signature showed non-cell type specific increase of immune cell types illustrated by hematopoietic progenitor transcriptional signatures. Strikingly, the 8, 12, 18 wk, and newly diabetic NOD mice showed a specific sequence of immune infiltration. 

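T cell and cytotoxicity genes both rose at 8 wk, while Cd8a stayed short of 2-fold. Cd3d rose from 6 to 8 wk inside batch 3 by 1.75 (SE 0.16, adjusted p = 4.94e-07), Cd28 by 1.55 (SE 0.13, adjusted p = 4.16e-07) and Nkg7, shared by NK cells and killer T cells, by 1.75 (SE 0.17, adjusted p = 6.09e-07). Cd8a read 4.79 ± 0.13 at 6 wk, 5.37 ± 0.16 at 8 wk and 7.37 ± 0.46 in newly diabetic islets, and Cd4 4.01 ± 0.22, 4.90 ± 0.12 and 6.53 ± 0.42. The T cell list had camera adjusted p = 0.000259, adjusted p = 0.186 with an estimated correlation from 6 to 8 wk, median 0.69. Genes of gamma delta T cells were not analysed here as a list, and no gene here separates them from other T cells.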

In 8 wk NOD mice transcripts infiltration by CD8 and γδT cells was enriched (Fig. 6 and Fig. S5). This was followed by a myeloid cell re-infiltration at 12 wks, and B cell infiltration at 18 wks. 

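Myeloid genes were higher at 12 wk than at 6 wk, and some B cell genes rose from 8 to 18 wk. Inside batch 3 Aif1, of macrophages, rose from 6 to 12 wk by 1.83 (SE 0.29, adjusted p = 5.64e-05) and Lyz2 by 1.83 (SE 0.35, adjusted p = 0.00120), 8 of 31 (9 when adjusted over the list alone, camera adjusted p = 1.05e-23, adjusted p = 0.101 with an estimated correlation), with quantile normalization again none by limma. Bank1, a B cell scaffold protein, rose from 8 to 18 wk inside batch 3 by 1.55 (SE 0.17, adjusted p = 3.91e-06), Cr2, the complement receptor CD21, by 1.29 (SE 0.16, adjusted p = 8.11e-06), Cd22 by 1.25 (SE 0.11, adjusted p = 8.57e-07) and Ms4a1, CD20, by 1.15 (SE 0.17, adjusted p = 4.34e-05), 4 of 16 (4 when adjusted over the list alone, camera adjusted p = 0.105). Cxcl13, the B cell chemokine, rose there by 3.16 (SE 0.23, adjusted p = 1.57e-07). Bank1 and Ms4a1 had risen from 6 to 12 wk already, by 1.61 (SE 0.25, adjusted p = 5.73e-05) and 1.12 (SE 0.24, adjusted p = 0.00539), 2 of 16 (2 when adjusted over the list alone, camera adjusted p = 1.12e-10, adjusted p = 0.135 with an estimated correlation). Against 2 wk B cell genes were higher in 2 of 16 (2 when adjusted over the list alone, camera adjusted p = 0.00126, adjusted p = 0.261 with an estimated correlation) at 12 wk and 5 of 16 (5 when adjusted over the list alone, camera adjusted p = 1.09e-09) at 18 wk, and myeloid genes in 16 of 31 (16 when adjusted over the list alone, camera adjusted p = 4.77e-17, adjusted p = 0.114 with an estimated correlation) at 12 wk. The myeloid list averaged 5.51 ± 0.15 at 8 wk and 5.62 ± 0.48 at 12 wk.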

Finally, newly diabetic NOD mice had strong cytotoxic helper T cell signature. This was consistent with both direct observation of islet-infiltrating cell-types and strongest interacting subnetworks identified in the data (Fig. 6), and showed that expression profiles were informative for dissecting heterogeneous cell populations.

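Both T cell coreceptors were high in newly diabetic islets. Against 4 wk inside batch 2 Cd4 rose by 2.87 (adjusted p = 1.17e-09), Cd8a by 2.80 (adjusted p = 3.96e-09), Cd3e by 3.44 (SE 0.18, adjusted p = 7.54e-10) and Il7r, the interleukin-7 receptor of naive and memory T cells, by 3.63 (SE 0.21, adjusted p = 1.47e-09). T cell genes were higher in 17 of 20 (17 when adjusted over the list alone, camera adjusted p = 2.09e-19), B cell genes in 14 of 16 (14 when adjusted over the list alone, camera adjusted p = 2.94e-17) and NK and cytotoxicity genes in 7 of 17 (7 when adjusted over the list alone, camera adjusted p = 4.36e-11). Against 2 wk the numbers were 16 of 20 (16 when adjusted over the list alone, camera adjusted p = 9.33e-28), 10 of 16 (10 when adjusted over the list alone, camera adjusted p = 3.61e-19) and 10 of 17 (10 when adjusted over the list alone, camera adjusted p = 1.22e-17). Genes of all these cells rose together, so helper and cytotoxic T cells are not told apart by the lists. Newly diabetic islets have 3 arrays and 4 wk islets 6.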

## Discussion

Several important milestones in the development of diabetes were derived from a chronological transcriptional analysis that was complemented by cytological analysis of the islets. Examination of individual genes can introduce observational bias. However the addition of Immgen, promoter scanning, ontology analysis, and modeling added an important layer of additional information. This approach allowed us to parse complex lists of genes and cells into an improved definition of the steps leading to T1D and to identify different stages in its progression. Previous microarray analyses of T1D used either accelerated methods for inducing disease or interrogated a subset of the pancreatic infiltrate[9], [11]–[13], [30]. Thus, the events leading to diabetes were temporally compressed or only a subset of the response was analyzed. Despite these limitations, important candidate markers for diabetes were identified, including genes that distinguish progressive versus non-progressive disease [30]. We have greatly expanded on our available datasets and present the first complete analysis of the entire natural diabetic program.

The time at which NOD mice become diabetic is heterogeneous and gender dependent. Despite the stochastic endpoint, the progression of the program that culminates in overt disease was relatively conserved and several important milestones were identified. During the first 4 wks of life, myeloid cells populated the islets, independently of diabetes susceptibility. The first major transcriptional event that differentiated the NOD from control mice was the expression of type I interferon, reliably detected by the 4^th^ wk of age. The expression of type I interferon was correlated with a discrete appearance of CD4^+^ T cells inside the islets. The second milestone was the coordinated infiltration of islets by all major inflammatory cells by the 8^th^ wk of life. This event was synchronous with markers of T cell activation and a dramatic change in islet-specific gene expression. 

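Islet cell genes fell as T cell genes rose from 6 to 8 wk. Inside batch 3 Slc2a2, the beta cell glucose transporter, fell by 1.52 (SE 0.24, adjusted p = 5.26e-05), Slc30a8, the zinc transporter of insulin granules, by 1.39 (SE 0.22, adjusted p = 4.78e-05), Sytl4 by 1.38 (SE 0.20, adjusted p = 1.95e-05), and Ppy and Pyy, islet peptides, by 1.32 (SE 0.18, adjusted p = 1.41e-05) and 1.37 (SE 0.15, adjusted p = 1.94e-06). Beta cell genes were lower in 11 of 21 (11 when adjusted over the list alone, camera adjusted p = 3.87e-05, adjusted p = 0.408 with an estimated correlation) and alpha, delta and PP cell genes in 3 of 10 (3 when adjusted over the list alone, camera adjusted p = 0.00176, adjusted p = 0.245 with an estimated correlation). On the T cell side Slamf6 and Slamf7 rose by 1.28 (SE 0.11) and 1.10 (SE 0.14) and Slfn1 by 1.04 (SE 0.12). The beta cell list averaged 8.78 ± 0.28 at 8 wk and 9.20 ± 0.22 at 12 wk. Acinar enzymes leaned the other way, averaging 12.40 ± 0.18 at 6 wk and 12.70 ± 0.07 at 8 wk (inside batch 3 median 0.25, camera adjusted p = 0.0442, adjusted p = 0.636 with an estimated correlation). Replicate 1 of the 6 wk arrays was low on the beta cell list, at 9.26 against 9.77 for the next. Without it 11 beta cell genes were lower as well. With quantile normalization again 9 beta cell genes were lower. T cell activation genes were then higher in 1 of 6 in place of 5.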

Between the 12 and 18^th^ wk there was further diversity in the expression of genes linked to cytotoxicity, many of which were NF-κB inducible. Despite a prolonged inflammatory infiltrate starting at 8 wks, mice did not become diabetic until after 20 wks of age, indicating a partial level of control for a period of time.

The earliest expression of the autoimmune state was the type I interferon signature, its importance cannot be underestimated. It was not unexpected to find a level of constitutive type I interferon in the islets as well as in other tissues [31], [32]. The key event however was the marked upregulation at 4 to 6 wks of age. Future experiments will need to address the causes and effects of the type I IFN expression. For one, we need to explain the relationship between type I IFN production and the finding of early infiltrating T cells, the specificity of which needs to be examined. Because of their striking contact with islet APC these T cells should be recognizing β-cell antigens. Surprisingly, genes linked to T cell activation were not detectable until 8 to 12 wks of age in NOD. The type I interferon induced *Cxcl9* that develops early in NOD has the ability to recruit both pathogenic and regulatory T cells that bear the *Cxcr3*, the receptor for *Cxcl9*. It is possible that the naïve T cell is incapable of being diabetogenic until it has been converted to an effector/memory phenotype at distal sites, such as the pancreatic lymph node, a site which has been shown important in diabetes development [33], [34]. T cells that initiate the diabetic process may become regulated at 8 wks, but the entry of effector memory cells that are conditioned in the lymph node may cause the process to move forward starting at ∼12 wks.

Concerning other stimuli, we have no evidence for viral infections in our colony, an issue that has been examined with care. But pointedly, gnotobiotic NOD mice still developed diabetes, although the microbiome did influence its development [35]. Nucleic acids have been defined as the most potent agonists of type I interferon production [36]. DNA released by apoptotic β-cells could activate nucleic acid sensor pathways for the induction of type I interferon. Inflammatory nucleic acids may result from the developmental changes that were detected during the first 4 wks. Importantly, an early apoptotic event has been discussed as a possible inductive phase of diabetes [37]. Alternatively, multiple signals may be required for the type I interferon burst which coincides with the initiation of immune infiltration. This hypothesis has been recently postulated for the induction of lupus, a type I interferon mediated autoimmunity [38]. Careful evaluation of different nucleic acid sensor pathways in NOD is lacking and is an important future direction.

Finally, we note some of the reports in the literature that reinforce the importance of a type I interferon response. Analysis of RNA isolated from whole pancreatic lymph nodes demonstrated an upregulation of type I IFN in NOD mice from 2 to 3 wks [14]. However, it is not clear if this upregulation is unique to NOD mice. Treatment of mice with type I interferon neutralizing antibodies delayed disease incidence. Higher level of *Ifna* expression was found in the pancreases of human T1D patients with end-stage disease when compared to normal controls [39]. Diabetes prone BB rats and mice treated with streptozotocin had expression of type I interferon in their pancreatic islets [40]. There are reports of patients treated with type I interferon for chronic viral infections that then developed diabetes [41]. In the case of mice, enforced expression of type I interferon in islets caused autoimmune diabetes [42], [43]. The transcription factor *Irf7*, a key regulator of type I interferon upregulation, has been linked to T1D by genome-wide association studies [44]. There is an abundance of data demonstrating the importance of type I interferon in other autoimmune diseases [45].

The microarrays at 8 wks of age not only marked the detection of all major leukocyte subsets, but also showed changes in islet specific gene expression. We detected downregulation of transcription factors essential for islet development and function. Additionally, by variance analysis these arrays were more distant from all other arrays regardless of whether the genes were unfiltered, selected by PCA, or by Pearson’s correlation. 

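Isl1 and Etv1, transcription factors of islet cells, were lower at 8 wk than at 6 wk. No list of such factors was tested. Isl1, needed for islet cell identity, fell from 6 to 8 wk inside batch 3 by 1.75 (SE 0.18, adjusted p = 9.82e-07) and Etv1, of peptide-secreting islet cells, by 1.63 (SE 0.16, adjusted p = 6.65e-07). Isl1 read 9.52 ± 0.35 at 6 wk, 7.61 ± 0.34 at 8 wk and 8.74 ± 0.15 at 18 wk, rising from 8 to 18 wk by 1.13 (SE 0.17, adjusted p = 4.36e-05). Neurod1 and Pax6, also islet transcription factors, read 9.33 ± 0.41 and 9.04 ± 0.39 at 6 wk and 7.85 ± 0.33 and 7.49 ± 0.36 at 8 wk.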

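Over all genes the 8 wk arrays lay furthest from the other groups. Inside batch 3 Reg3a, an antimicrobial lectin, fell by 2.84 (SE 0.41, adjusted p = 2.42e-05) from 6 to 8 wk, and Ccl8, a monocyte chemokine, rose by 1.76 (SE 0.16, adjusted p = 4.94e-07). Without the 2 most distant 8 wk arrays the mean Spearman distance of the group was 0.0627, against 0.0593 for the next group. Among genes above the median level it was 0.173 against 0.165. Both gaps lie inside the SD between arrays. Genes chosen by principal components or by Pearson correlation were not used for distances here.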

We believe, as do others, that this is due to a control mechanism established in the islets that must be overcome before disease can progress [30]. Multiple genes involved in T cell regulation such as *Ctla4*, *Cd52*, *Havcr2*, *Cd244*, *Btla*, *Cd200*, and *Cd274* were upregulated at 8 wks of age, indicating the potential presence of a control mechanism. 

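Inhibitory receptors and ligands of T cells rose at different ages. From 2 to 8 wk Cd52, a glycoprotein of lymphocytes, rose by 2.47 (SE 0.23, adjusted p = 7.68e-08), Cd274, the ligand PD-L1, by 1.23 (SE 0.14, adjusted p = 1.05e-06), Ctla4, the inhibitory receptor, by 1.22 (SE 0.11, adjusted p = 5.71e-08) and Btla, an attenuator of B and T cells, by 1.18 (SE 0.11, adjusted p = 9.74e-08). Havcr2 changed by 0.68 (SE 0.09, adjusted p = 4.64e-06), Cd244a, a SLAM receptor, by 0.90 (SE 0.13, adjusted p = 1.18e-05) and Cd200, an inhibitory ligand, by 0.33 (SE 0.16, adjusted p = 0.0715), none past the threshold. Cd274 and Cd200 had risen at 4 wk, by 1.40 (SE 0.15, adjusted p = 2.69e-06) and 1.23 (SE 0.14, adjusted p = 5.79e-06). Of the regulation genes the authors picked on these arrays, not independent evidence, 4 of 7 (4 when adjusted over the list alone, camera adjusted p = 0.00107, adjusted p = 0.144 with an estimated correlation) were higher than at 2 wk, with quantile normalization again 2. Cd52 rose from 6 wk in batch 3 by 1.44 (SE 0.24), Btla by 1.34 (SE 0.15) and Ctla4 by 1.03 (SE 0.13), 3 of 7 (3 when adjusted over the list alone, camera adjusted p = 0.0664). The paper proposes that they mark a control mechanism at this age.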

By microscopy we were able to detect FoxP3+ regulatory T cells in the islets of NOD mice at 8 wks of age. The demonstration of the importance of regulation in control of disease was shown in NOD mice deficient in functional FoxP3, which developed diabetes at a faster rate than wild-type control mice [46], [47]. The concept of a regulatory balance at ∼8 wks has been shown by altering Treg:Teff levels using IL-2 treatment [48]. Removal of Foxp3+ Tregs in a BDC2.5 TCR transgenic model of T1D revealed an increase in *Ifng* signatures, which was associated with progression of disease [49].

In addition to T cell/Treg specific signatures, examination of NOD mice showed that macrophage gene expression profiles, in particular the expression of *Vsig4* (CRig), was predictive of progression to disease [30]. The presence of a CRig+ macrophage at 10 wks was indicative of a resistance phenotype, and modulation of this population by CRig-Fc treatment protected NOD mice from becoming diabetic. It will be interesting to determine if the inflammatory changes detected between 8 and 12 wks are related to the loss of the protective macrophage signature and whether this is the final trigger that leads to overt diabetes.

Concerning *Ifng*, we found expression at 8 wks in NOD mice, but the maximal signal was not detected until 12 wks of age. 

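Genes on the list of GBP, IRG and other interferon-gamma-responsive genes were high before Ifng itself passed. The paper calls Cxcl9, a member, induced by type I interferon, and which interferon raised these genes was not tested. Cxcl9 stood 3.68 (SE 0.29, adjusted p = 1.78e-08) above 2 wk at 8 wk and Ubd rose from 6 to 8 wk inside batch 3 by 1.94 (SE 0.18, adjusted p = 5.94e-07), Gbp11 by 1.15 (SE 0.26, adjusted p = 0.00106) and Gm4841 by 1.14 (SE 0.22, adjusted p = 0.000337), 3 of 22 (3 when adjusted over the list alone, camera adjusted p = 0.0280, adjusted p = 0.636 with an estimated correlation). Ifng stood 1.05 (SE 0.18, adjusted p = 0.000879) above 2 wk in newly diabetic islets, and from 4 wk to new diabetes inside batch 2 it changed by 0.76 (SE 0.16, adjusted p = 0.00135). Within batch 3 Ifng changed from 6 to 12 wk by 0.91 (SE 0.23, adjusted p = 0.0224), short of 2-fold.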

Signaling induced by this cytokine results in different biological effects depending on the cellular targets and their activation state. In NOD protective as well as proinflammatory responses have been reported [50], [51]. Whether *Ifng* expression in early versus late diabetogenesis results in different biological responses remains an issue for future consideration.

In sum, discrete transcriptional profiles were identified in the diabetic autoimmunity of the NOD mouse, a chronic progressive and multifactorial disease. This information may set the base to analysis and identification of causative events but also to better define gene markers that can be used to identify the stages of the human disease.

## Materials and Methods

### Mice

NOD (NOD/ShiLtJ), NOD.*Rag1^−/−^* (NOD.129S7(B6)-Rag1^tm1Mom^/J) and B6.g7 *(*B6.NOD*-*H2^g7^) mouse strains were bred at Washington University School of Medicine. C57BL/6 mice were obtained from The Jackson Laboratory (Bar Harbor, ME). All of the mice used in this study were female mice. We identified the diabetic mice following two consecutive daily blood glucose readings ≥250 mg/dl. In our NOD colony, the incidence of diabetes in female mice is ∼90% with incidence ranging between ∼20–30 wks of age. All of the 18 wk old mice had normal blood glucose for at least two days before being sampled. All mouse experiments were approved by the Division of Comparative Medicine of Washington University School of Medicine (Association for Assessment & Accreditation of Laboratory Animal Care (AAALAC) accreditation number A3381-01). Experiments were performed under institutional guidelines and all efforts were made to minimize suffering. The institutional approval number for these studies was protocol number 20110150.

### Islet Isolation and Handling for Immunofluorescence

Islets were isolated with some modifications of the original protocol [52]–[54]. Briefly, pancreata were isolated and treated with collagenase, followed by several steps of centrifugation and washing, and finally, islets were hand-picked. Immunofluorescence analysis was performed as previously described [25]. Resident leukocytes, infiltrating leukocytes, adhesion molecules (ICAM-1 and VCAM-1), blood vessels and IgG antibody deposition in the islets were detected with the following monoclonal antibodies: anti-CD11c Alexa Fluor® 488 (clone N418), anti-CD19 phycoerythrin (PE) (clone 6D5), and anti-CD4 PE (clone RM4–5) from BioLegend, Inc., San Diego, CA, anti-CD8α PE (clone 53-6.7; BD Biosciences, San Jose, CA), anti-CD31 Alexa Fluor® 647 (clone 2B8, kindly provided by Dr. Steven Bogen, Boston University School of Medicine, Boston, MA), and anti-mouse IgG Alexa Fluor® 488 (Invitrogen, Carlsbad, CA). Biotinylated antibodies against ICAM-1 (CD54, clone Yn1/1.7.4) and VCAM-1 (CD106, clone 429) were obtained from eBioscience. Streptavidin Alexa Fluor® 488 or 555 (Invitrogen) was used as the secondary reagent. Percentages of infiltrating leukocytes, adhesion molecules expression and IgG deposition were evaluated from 50 to 100 islets per mouse with groups of 4 to 6 mice per time point.

### Flow Cytometry

Isolated islets were dispersed in a water bath using Cell Dissociation Solution Non-enzymatic (Sigma-Aldrich) for 15 minutes at 37°C. Islets were then pipetted several times and then passed through a pre-wet 40 µm cell strainer and washed twice in Dulbecco’s minimal essential medium with 10% fetal calf serum. Dispersed islet cells were stained with labeled antibodies against CD45 FITC (clone 30-F11), CD4 PE (clone RM4-5), CD19 PE (clone 6D5) and CD11c APC (clone N418) from BioLegend, Inc. CD8β APC (clone eBioH35-17.2) and Foxp3 (clone FJK-16s) were obtained from eBioscience. Foxp3 staining was performed following the manufacture’s protocol. Flow cytometry analysis was performed on a FACSCalibur (BD Biosciences) and data was analyzed using FlowJo software (Tree Star).

### RNA Isolation

For islets of Langerhans (∼100), Total RNA was isolated using the Ambion RNAqueous-Micro Kit (Life Technologies, Carlsbad, CA, USA) following the manufacturer’s instructions. For spleen and lymph nodes, RNA was isolated using Trizol (Life Technologies) following the total tissue RNA protocol. RNA was quantified by OD260 using Nanodrop (Thermo Fisher Scientific, Wilmington, DE, USA). For microarray analysis, RNA integrity and quantification was further validated using a Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

### Microarray Analysis

RNA (50 ng) was amplified using NuGEN PicoSL WTA System or NuGEN PicoPure (NuGEN, San Carlos, CA, USA) following the manufacturer’s instructions. Amplified RNA (100 ng) was labeled using Affymetrix GeneChip Whole Transcript Sense Target Labeling Assay following the manufacturer’s instructions (Affymetrix, Santa Clara, CA, USA). Labeled RNA was hybridized to Mouse Gene 1.0 ST microarrays using a GeneChip Fluidics Station 450 (Affymetrix). Microarrays were scanned using a GeneChip Scanner 3000 7G (Affymetrix). All GeneChip processing steps were performed by the Laboratory for Clinical Genomics at Washington University School of Medicine.

Initial quality control analysis of scanned microarray files was performed using Expression Console software (Affymetrix). Array data (.cel files) was imported into Arraystar 5 software (DNAstar, Madison, WI, USA) and then normalized using the robust multi-array analysis method with quantile normalization [55]. Normalized data was exported as normalized linear signal intensity and then batch effect correction was performed using the Combat module of GenePattern [16], [56]. The batches were as follows: 1) NOD.Rag^−/−^2 wk and 6 wk, NOD 2 wk, B6.g7 6 wk, C57BL/6J 6 wk; 2) NOD 4 wk, 6 wk (arrays 4–6), and newly diabetic, 3) NOD 6 wk (arrays 1–3), 8 wk, 12 wk, and 18 wk. All raw data files (CEL) are publicly available in the Gene Expression Omnibus as accession number GSE41203.

Normalized and batch corrected data was used for all subsequent analyses.

Spearman’s Rank Correlation was calculated using GENE-E Software (Broad Institute http://www.broadinstitute.org/cancer/software/GENE-E/). Principal component analysis was performed using Population PCA software (CBDM Laboratory, Harvard University, http://cbdm.hms.harvard.edu/LabMembersPges/SD.html). For all pairwise tests contained herein, we set our threshold at two-fold change with a 99% confidence interval by moderated t test with Benjamini-Hochberg False Discovery Rate analysis [57]. Hierarchical clustering analysis and heat map plot generation was performed using Arraystar 5. Gene Ontology analysis was performed using GeneCoDis 3.0 (http://genecodis.cnb.csic.es/analysis/; [22]). Promoter scanning analysis was performed using Pscan (http://159.149.109.9/pscan/; [23]) with the −950+50 settings and Jaspar mouse database. Batch name conversion was performed using the MGI Batch Query (http://www.informatics.jax.org/batch/?page=batchQF). For selecting genes specific to particular cell types we used the Immgen Modules and Regulators. The following modules were used: myeloid cells (macrophage, DC, granulocytes): coarse modules 25, 26, 48, 58, and 74, T cells: coarse module 146, B cells: coarse module 33, and NK cells: coarse module 19. Venn diagrams were generated using Arraystar 5. Pearson’s Correlation analysis was performed using Arraystar 5. Bar graphs and statistical analysis was performed using Graphpad Prism 5.0 (Graphpad Software, Inc., La Jolla, CA, USA). Hypergeometric p values were calculated using the dhyper function of R. All figures were laid out using Adobe Illustrator CS5.

### Real Time PCR

Complementary DNA was made from total RNA using TaqMan Reverse Transcription Reagents (Life Technologies) following the random hexamer protocol. Primers for quantitative RT-PCR for *Cxcl9*, *Stat1*, *Gbp2*, *Iigp1*, *Rtp4*, *Gpr18*, *Oasl2*, and *Tgtp1* were designed using Primer Bank (http://pga.mgh. harvard.edu/primerbank/; [58]. TaqMan primers and probes for amplifying and detecting *Ifng* and *Ifnb* were obtained from Life Technologies. Primers and probe for detecting all the *Ifna* transcripts were made based on previous work [59]. SYBR green PCR was performed using Fast SYBR Green PCR Master Mix (Life Technologies) following the manufacturer’s instructions. TaqMan PCR was performed using TaqMan Fast Universal PCR Master Mix (Life Technologies). All qPCRs were performed on a StepOnePlus Real-Time PCR system running StepOne Software. Quality control and relative expression quantification for qPCR was performed by the StepOne software.

### Network Analysis

The R package Bionet was used to identify subnetworks significantly enriched in genes differentially expressed at any given time point of diabetes development [60]. For each time point we scanned a range of false discovery rates and chose a subnetwork of 20–30 genes in size (p<0.05 by FDR).

Cell type enrichment scores were pre-computed enrichment scores for all genes based on mouse Immgen data. This included data for 193 immune cell types/subtypes and then applied a hypergeometric test to look for overrepresented set of genes. For each time point we chose a corresponding test set that consisted of the top 100 differentially expressed genes (all with p values <0.05). Equal numbers of genes were chosen for each time-point such that we could use a union of all test sets as background in hypergeometric test (Table S2).

## Supporting Information

Figure S1 Summarization of microarrays data throughout analysis. (**A**) Summarization of all normalized and curated genes in our dataset. (**B**) Summarization and analysis of all genes downregulated between 2 and 6 wks in NOD and NOD.*Rag^−/−^* mice. The Venn diagram shows all genes downregulated at least 2 fold at 99% C.I. following F.D.R. analysis. Genes downregulated in NOD are in red, genes downregulated in NOD.*Rag^−/−^* are in green. Shared genes are in yellow. The shared group of genes were analyzed by transcription factor biding site enrichment (Pscan) or Gene Ontology enrichment (GeneCoDis). Bar graphs show the corrected p value for each type of analysis. The heat map shows the hierarchically clustered genes shared between NOD and NOD.*Rag^−/−^* (Euclidean distance). Scale is in log_2_ fold change. (**C**) Summarization of the top 1% of variance amongst our dataset as determined by principal component analysis. For all summarization plots, we used Spearman’s rank correlation. Scales indicate the range.
(TIF) Click here for additional data file.

Figure S2 Identification of genes positively correlated with diabetogenesis. (**A**) k-means clustering analysis of 21759 normalized and curated genes in our dataset. K-means was performed using Pearson’s correlation and 50 bin size at 100 iterations. The line graphs in red represent 888 genes that had a positive correlation throughout the time course of NOD diabetes but were not upregulated from 2 wk to 6 wk in NOD.*Rag^−/−^*. These 888 genes were plotted in the heat map to the right using hierarchical clustering (Euclidean distance). (**B**) Summarization of the 888 genes identified by Pearson’s correlation. Spearman’s rank correlation was used to generate the plot. Scale represents the range. (**C**) Venn diagrams showing the concordance of genes identified by Pearson’s correlation compared to pairwise statistical analysis (top) or principal component analysis (bottom).
(TIF) Click here for additional data file.

Figure S3 Pearson’s correlation and ANOVA analysis demonstrate 5 main patterns of immune gene upregulation during diabetogenesis. (Left Column) Heat maps of hierarchically clustered genes identified by Pearson’s correlation and ANOVA analysis. (Right Column) Line graphs of normalized gene expression throughout diabetogenesis. Black line represents the normalized mean of expression for the cluster. The genes included in both columns were identical. We tested these 5 major gene sets that comprise 683 genes with significant changes across diabetes development by ANOVA. Each cluster can be associated with infiltration at distinct time points. Strikingly, three clusters were strongly enriched in specific immune cell types: first, “4 wk infiltration” cluster had overwhelming enrichment of macrophages and dendritic cell types (i.e. myeloid cells). Second was the cluster of genes that appeared at 8 wks and continued to grow on. This cluster had enrichment in T-cells, B-cells, NK cells and DC types. Finally, genes most strongly upregulated in newly diabetic NOD mice, where extraordinarily enriched in various cytotoxic T-cell types.
(TIF) Click here for additional data file.

Figure S4 Expression levels of housekeeping, pancreas specific genes, and *Ptprc*. Normalized expression of eight genes from pancreatic microarrays. Bars represent the log_2_ transformed mean+/−S.D. for 3–6 biological replicates per group.
(TIF) Click here for additional data file.

Figure S5 Data modeling of transcriptional networks**.** The analysis was performed as in Figure 6, except the (**A**) 4 wks, (**B**) 12 wks and (**C**) newly diabetic networks are shown.
(TIF) Click here for additional data file.

Table S1 List of genes identified using Pearson’s correlation and pairwise statistical analysis**.**
(XLSX) Click here for additional data file.

Table S2 Leukocyte clusters used in the analysis.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

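RNA of isolated pancreatic islets was measured on 57 Affymetrix mouse gene ST arrays. NOD mice gave 6 arrays each at 2, 4, 6 and 8 wk of age and 3 each at 12 wk, at 18 wk and at the onset of diabetes, and 6 arrays each came from NOD.Rag1-/- mice at 2 and at 6 wk, from B6.g7 mice at 6 wk and from C57BL/6 mice at 6 wk. The authors summarized the probe sets with RMA, applied quantile normalization over the arrays, and adjusted the values with ComBat for 3 array batches. The deposited values are log2 intensities after these steps, with no missing value, a lowest value of 0.167 and a highest of 14.1. This was checked against the authors' supplementary table of 682 genes, where 98.6% of 5676 group means, over the 516 genes with a single probe set, lay within 0.001 of the means of the deposited values. The batch of each array was taken from the methods of the paper. The submitters also name Affymetrix Expression Console and the mm9 genome build.

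Of 29674 probe sets, 21723 carry 1 gene symbol and were used, while 1481 with several symbols and 6470 with none were left out, so genes measured only by those are not analysed here. Some genes that the paper discusses are not reported here. Symbols of 21625 probe sets were brought up to date through the RefSeq gene table, which changed 708 of them. For 997 genes with more than 1 probe set, the one with the highest mean over all arrays stood for the gene, which left 19866 genes.

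Groups were compared with limma 3.58.1 in R 4.3.3, with lmFit and eBayes on the arrays of the 2 groups alone, and p was adjusted with the Benjamini-Hochberg method. A gene was called at 2-fold or more with an adjusted p under 0.01, the thresholds of the paper. There were 15 such comparisons and an interaction test of strain and age, and 2 further comparisons, of 12 and of 18 wk with 6 wk inside batch 3, were added after the data were seen. Members of 31 gene lists were counted at these thresholds and with p adjusted over the list alone, and each list was tested with camera at a preset correlation between genes of 0.01, with camera at an estimated correlation, and with fry. Random lists matched on mean level numbered 10000. For the genes the paper measured by RT-PCR, an exact 2-sided permutation test of the array values was added. Distances between arrays are 1 minus Spearman's rank correlation, and principal components were computed without and with centring of genes. Other splits of the same arrays were counted, all of them up to 100 and otherwise 100 drawn with a fixed seed. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

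For each comparison, genes could be named from the 8 with the largest increase and the 8 with the largest decrease. These were taken among called genes whose groups of arrays do not overlap. Genes that the paper names for that comparison could be named as well. So could up to 4 members of a list, those with the largest changes in the list's main direction. Only part of the genes open to this choice are named, so they are not the full set of extremes. Values in the tables of the paper count as seen before this choice. Genes outside this rule are said to be picked for their values.

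The calls were tested on simulated data. With 6 arrays against 6, 97.0% of genes shifted 2.5-fold and 100% of genes shifted 4-fold were called, with 3 against 6, 85.1% and 95.5%, and with 3 against 3, 86.6% and 100%. Of 19866 genes 200 were shifted, and limma called 0 to 1 of the unchanged ones. Camera called 0 of 200 lists of unchanged genes. That holds for the simulated data only, and on the real arrays 64 of 298 camera calls were kept with an estimated correlation. Genes shifted 1.5-fold were called in 0% of cases, and no call had the wrong sign. A shift below 2-fold is therefore outside what a call can show, and the replicates are arrays, for which the number of mice pooled is not used here.

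Alternatives were a fit of all 57 arrays together, an adjusted p under 0.05, no fold threshold, every probe set with a symbol, genes above the median level, quantile normalization again, array medians subtracted, array weights, the replicate number as a block, batch as a random block, NOD 6 wk arrays of either batch alone, and leaving out each array of a group of 3. ComBat on the deposited values was not run, as they are already adjusted. K-means clusters, gene ontology terms, promoter scans, networks, RT-PCR and flow cytometry are not analysed here.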

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

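The distance of 8 wk arrays 1-3 alone, the splits for 12 and for 18 wk against 6 wk inside batch 3 and for 8 wk arrays 1-3 against 2 wk, and values without NOD 2 wk replicate 3 were tested only after the result was seen, and Kcnma1 and Itih4 were chosen after their values were seen.

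GBP, IRG and other interferon-gamma-responsive genes were higher in NOD than in NOD.Rag1-/- islets at 6 wk, with a median difference of 0.69 over the list. The type I list only leaned higher, with a median of 0.15. It had no called member, and its camera result was not kept with an estimated correlation. A batch shift of all probe sets of like intensity is argued against, since 100% of 10000 random lists matched on mean level had a smaller median than either list. A step between array batches 2 and 3 is argued against for the GBP and IRG list, whose medians of 0.691 with NOD arrays 1-3 and 0.764 with arrays 4-6 lie 0.0730 apart, but remains possible for the type I list, whose medians of 0.0955 and 0.198 lie 0.102 apart. RNA of the infiltrating lymphocytes themselves cannot be told apart from a response of islet cells, because the lymphocyte medians, 0.225 for NK cells, 0.0913 for T cells and -0.142 for B cells, lie neither all above nor all below the limits set for either answer. All NOD.Rag1-/- arrays are of batch 1, so batch and strain coincide, and a response of islets to adaptive immunity stays open as a hypothesis.

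REG family genes were lower in NOD than in NOD.Rag1-/- islets at 6 wk, 3 of 7, with a median of -0.27 over the list. A different carry-over of acinar tissue is argued against, since acinar enzymes had a median of 0.282 and all 23 of them differed in the other direction. Batch and strain coincide at 6 wk, but at 2 wk, where both groups are of batch 1, 4 of the 7 were lower, a signal in genes the paper does not discuss there. A difference of genotype in islet regeneration or defence stays open as an untested hypothesis.

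Arrays of 8 wk NOD islets lay furthest from the other groups, at a mean distance of 0.0646, ahead of newly diabetic islets at 0.0598. Arrays 1-3 alone gave 0.0664 against 0.0592, which tells nothing of dependence among the 8 wk arrays, as copies of arrays cannot raise a mean distance. A few distant arrays and dim probe sets remain open, because without the 2 most distant arrays the distance was 0.0627 against 0.0593, and over genes above the median level 0.173 against 0.165, gaps inside the SD between arrays. The narrow spread of log2 values in these arrays (SD 1.91 to 2.00) may belong to a step shared by the group, which was not tested, and age itself stays open as the biological explanation.

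Single arrays lay far from the others of their group in 4 of 120 groups tested, and chance alone sets apart about 1 in 20. The T cell list averaged 4.21 in NOD.Rag1-/- 2 wk replicate 3, next 4.08. The B cell list averaged 4.19 in NOD.Rag1-/- 2 wk replicate 1, next 4.32. Immediate early genes averaged 8.22 in NOD 2 wk replicate 6, next 10.23. The beta cell list averaged 9.26 in NOD 6 wk replicate 1, next 9.77. Between groups, the change from 2 to 6 wk differed between NOD and NOD.Rag1-/- islets in 35 genes by the interaction test, 28 without NOD 2 wk replicate 3. Among genes the paper does not discuss, Kcnma1 differed between NOD and NOD.Rag1-/- islets at 6 wk by -6.01 and Itih4 at 2 wk by -3.12.

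Other splits of the same arrays tell how far chance can be excluded. For NOD against NOD.Rag1-/- at 2 wk 2 of 100 splits gave 18 genes or more, the other 23 genes after NOD 2 wk replicate 6 and NOD.Rag1-/- 2 wk replicate 3 changed places. That share is under 0.05, so chance can be excluded as the sole reason. In each other comparison set beforehand only the real split, 1 of 100 or of 84, gave as many genes, so chance can be excluded there too, except for the comparisons with the 8 wk arrays. As those hold about 3 independent arrays, 8 against 6 wk (1269 genes) and 18 against 8 wk (860) have in effect 10 splits, too few for a share under 0.05, and 8 wk arrays 1-3 against 2 wk gave 1989 genes in the real split, 1 of 84, and 0 by limma in the highest other. The highest other split gave 0 genes by limma except for 6 against 2 wk in NOD with 112 (real 851), 4 against 2 wk with 568 (real 983), 12 against 2 wk with 1 (real 723) and 6 against 4 wk with 1 (real 44). In the splits with 112 and 568 genes NOD 2 wk replicate 3 stood with the older arrays. For 12 and 18 wk against 6 wk inside batch 3 the 10 splits are too few for a share under 0.05, with 147 and 297 genes in the real split and 19 and 0 by limma in the highest other.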

How the results depend on the processing

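Values without NOD 2 wk replicate 3, values with NOD 8 wk arrays 1-3 only, and all values for 12 and 18 wk against 6 wk inside batch 3 were tested only after the result was seen. Of 197 alternative values 159 lay within 1.5 times the reported one and 38 lay further apart. Gene counts were compared as totals, which cannot show a reversed balance of higher and lower genes. That balance changed sides in some settings. For 8 against 2 wk, 1116 higher and 863 lower became 785 and 864 with quantile normalization again. For NOD against NOD.Rag1-/- at 2 wk, 2 higher and 16 lower became 24 and 18 with all 57 arrays in 1 fit. Outside the settings named below, gene counts ranged from 15 to 26 (reported 18) for NOD against NOD.Rag1-/- at 2 wk, 14 to 28 (21) at 6 wk, 188 to 274 (251) against B6.g7, 201 to 282 (265) against C57BL/6, 584 to 1065 (851) for 6 against 2 wk in NOD, 768 to 1107 (971) in NOD.Rag1-/-, 784 to 1197 (983) for 4 against 2 wk and 1649 to 2193 (1979) for 8 against 2 wk. Gene counts of whole comparisons stayed within 1.5 times with every probe set with a symbol, array medians subtracted and batch as a random block. They also did with NOD 6 wk arrays of either batch and with NOD 8 wk arrays 1-3 only. Counts of called members within single gene lists moved further in some of these settings. With no fold threshold more genes pass by construction: 59 against NOD.Rag1-/- at 6 wk, 1552 against B6.g7, 1140 against C57BL/6, 3609 for 6 against 2 wk in NOD and 4895 in NOD.Rag1-/-, then against NOD 2 wk 4750 at 4, 10943 at 8, 1909 at 12 and 1955 at 18 wk and 1479 in newly diabetic islets, and inside batches 114 for 6 against 4 wk, 4734 for newly diabetic against 4 wk, 8747 for 8 against 6 wk and 7397 for 18 against 8 wk. Genes above the median level, where fewer genes are tested, gave 13 against NOD.Rag1-/- at 6 wk, then against 2 wk 827 at 8 wk, 412 at 12 wk, 426 at 18 wk and 306 in newly diabetic islets, inside batches 1087 for newly diabetic against 4 wk, 611 for 8 against 6 wk, 279 for 18 against 8 wk, 2 (147 reported) for 12 against 6 wk and 82 (297) for 18 against 6 wk, 20 for the interaction, and a mean distance of 0.173 at 8 wk. For NOD against NOD.Rag1-/- at 2 wk all 57 arrays in 1 fit gave 42, an adjusted p under 0.05 gave 35, array weights 38 and the replicate block 32, and the cause was not tested. The interaction (35) gave 75 at an adjusted p under 0.05, 21 with quantile normalization again and 65 with array weights, and 12 against 6 wk inside batch 3 gave 45 with quantile normalization again; the cause was not tested. The replicate block gave 162 for 12 against 2 wk and 499 for 18 against 2 wk, and as in 0 of 17 comparisons did every pair of arrays with 1 number correlate above 0.1, the arrays share a number and nothing more. Leaving out 1 array at a time gave 432 (NOD 12 wk replicate 2) to 952 (NOD 2 wk replicate 3) for 12 against 2 wk, 6 (NOD 6 wk replicate 5) to 99 (NOD 6 wk replicate 4) for 6 against 4 wk inside batch 2, and 61 (NOD 6 wk replicate 3) to 267 (NOD 12 wk replicate 3) for 12 against 6 wk inside batch 3, with 76 without NOD 12 wk replicate 2; fewer arrays enter these fits. Of 527 list tests 298 were called by camera at the preset correlation; 64 of these were kept with an estimated correlation, 236 with fry, 183 over genes above the median level, 256 with quantile normalization again and 285 with the replicate block, and 0 were reversed in any of these. Over the comparisons set beforehand alone the called lists number 251, and 48 with an estimated correlation, and the cause was not tested. The share of the first principal component was 99.6% and became 27.4% with genes centred, which removes the mean level by construction. ComBat was not run again because the deposited table is already adjusted for batch. Signal over background limits dim genes, since values near the lower end of the scale compress differences, and a gene below that level is not shown to be absent.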

Differences from the paper's values

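Among the settings run, those without NOD 2 wk replicate 3 and with NOD 8 wk arrays 1-3 only were tested only after the result was seen. The paper gives the share of variance of principal component 2 as about 5.1% in Fig. 2G, read by eye, and the deposited values gave 0.113% without centring of genes; with genes centred, an alternative set before the data were examined, it was 20.4%, which differs as well. For principal component 3 the paper's share is about 4.5% in Fig. 2G, read by eye, against 0.0848% without centring and 9.70% with genes centred, which differs as well. For principal component 1 the paper's share is about 85% in Fig. 2G, read by eye, near the 99.6% without centring and apart from the 27.4% with centring. No setting that was run gives the paper's shares.

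The paper places genes of cell division among those raised with age in both strains. The cell cycle list fell from 2 to 6 wk, in 19 of 42 genes in NOD (12 with 6 wk arrays 1-3 alone) and 32 of 42 in NOD.Rag1-/- islets. The paper counts AP-1 genes, Fos, Jun and Junb among them, with those raised in NOD islets at 6 wk, whereas 13 of 15 immediate early genes were lower at 6 than at 2 wk, Fos by 1.74; the paper's test there sets ages before 6 wk against 6 wk and later, a comparison not made here. The paper describes every gene higher in NOD than in NOD.Rag1-/- islets at 6 wk as interferon-inducible. Of 12 such genes, 7 are of the GBP and IRG list, and BC023105 and Ccl5 respond to interferon as well, while Top2a at 1.47, Knl1 at 1.01 and Myl9 at 1.07 belong to cell division and smooth muscle.

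The paper has Vcam1, Icam1 and L1cam raised at 4 to 6 wk. From 2 to 6 wk they changed by 0.30, -0.36 and 0.62, of which L1cam is called at 6 wk with no fold threshold, and Vcam1 passed at 8 wk. Jaml at 8 wk and Glycam1 at 12 wk passed at the ages the paper gives. The paper lists Ccl2 and Cxcl11 among chemokines found by 8 wk. Ccl2 changed by -0.09 and passed at 18 wk, and Cxcl11 changed by 0.21 and passed at no age, neither being called at 8 wk in any setting run, while Ccl22, Ccl4, Ccl5, Cxcl13 and Xcl1 of the same list passed at 8 wk. The paper reports Ifng at 8 wk. It changed by 0.35 there, short of the threshold in every setting run, and passed at 12 wk, where the paper places its peak. Of the 7 genes of T cell regulation that the paper calls raised at 8 wk, 4 passed. Havcr2 at 0.68 and Cd244a at 0.90 are called with no fold threshold, and Cd200 at 0.33 in no setting that was run. With quantile normalization again Havcr2, Cd244a and Cd200 changed by 0.26, 0.52 and 0.71 at 8 wk. Ifng and Cxcl11 then changed by -0.04 and -0.21.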

Other observations

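The position of arrays on the age axis and the look at neighbouring genes were tested only after the result was seen, and the genes named here were chosen after their values were seen.

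Some connective tissue, nerve and plasma cell genes were higher in newly diabetic islets than at 2 wk, part of them from earlier ages. Against 2 wk genes of fibroblasts and smooth muscle were higher in 6 of 15 (6 when adjusted over the list alone, camera adjusted p = 2.09e-07 by limma), with Acta2 at 2.78, Myh11 at 1.77 and Dcn at 1.80. Inside batch 2, from 4 wk to new diabetes, Dcn rose by 3.28, Pdgfra by 1.56 and Postn by 1.15, 7 of 15 (7 when adjusted over the list alone). Schwann cell and neuron genes were higher than at 2 wk in 3 of 10 (3 when adjusted over the list alone, camera adjusted p = 3.15e-05), with the neuropeptide gene Vip at 3.09 and the sodium channel Scn7a at 1.89. Of plasma cell genes 4 of 9 (4 when adjusted over the list alone, camera adjusted p = 0.000289) were higher, with Jchain at 5.73 and Mzb1 at 1.73. Of these lists 2 plasma cell genes first passed at 8 wk, and 2 fibroblast and 1 nerve gene at 4 wk. Madcam1, the vascular addressin, rose by 2.16 inside batch 2, and Ccl19 was 5.63 higher in newly diabetic islets than at 2 wk. B2m, a member of the housekeeping list and of MHC class I, was 2.60 higher in newly diabetic islets than at 2 wk.

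At 6 wk some REG family genes and the acinar enzyme gene Ctrc were higher in NOD islets than in the C57BL/6-related strains. Reg3a was higher by 3.76 against B6.g7 and 4.47 against C57BL/6, and Ctrc by 3.04 and 3.49, with 3 of 7 REG family genes called in each comparison and 1 with NOD arrays 1-3 alone or arrays 4-6 alone. With array medians subtracted, 2 of 23 acinar enzymes were higher and 1 lower against B6.g7, with a list median of 0.08. The acinar list averaged 12.40 ± 0.18 in NOD, 12.27 ± 0.16 in B6.g7 and 12.05 ± 0.35 in C57BL/6 islets. Whether carry-over of acinar tissue adds to these differences was not tested. The B6.g7 and C57BL/6 arrays are of batch 1.

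Between NOD and NOD.Rag1-/- islets 5 genes were lower at both 2 and 6 wk, where 0.00725 would be expected if the ages were independent. Among 11 genes that differed the same way at both ages at an adjusted p under 0.05, C4b, Rsph1 and Slc37a1 lie on chromosome 17. Between Rsph1 and Slc37a1 0 protein-coding genes are listed. Of the 11, 1 gene, F2, lies on chromosome 2 with Rag1 (Fisher p = 1.00 over genes). That test counts a whole chromosome, so it cannot tell whether a short segment near Rag1 differs between the strains. Kcnma1 read 9.69 in NOD.Rag1-/- 6 wk arrays and 4.36 in NOD.Rag1-/- 2 wk arrays.

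On the axis of genes that changed with age in NOD.Rag1-/- islets, 0 at 2 wk and 1 at 6 wk, NOD islets from 8 wk on averaged lower than at 4 wk. NOD 4 wk averaged 0.945, 8 wk 0.508, 12 wk 0.718, 18 wk 0.719 and newly diabetic islets 0.297. NOD 2 wk replicate 3 stood at 0.566.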
